# An integrated flow cytometry-based platform for isolation and molecular characterization of circulating tumor single cells and clusters

**DOI:** 10.1038/s41598-018-23217-5

**Published:** 2018-03-22

**Authors:** Neha Bhagwat, Keely Dulmage, Charles H. Pletcher, Ling Wang, William DeMuth, Moen Sen, David Balli, Stephanie S. Yee, Silin Sa, Frances Tong, Liping Yu, Jonni S. Moore, Ben Z. Stanger, Eric P. Dixon, Erica L. Carpenter

**Keywords:** Biotechnology, Tumour biomarkers

## Abstract

Comprehensive molecular analysis of rare circulating tumor cells (CTCs) and cell clusters is often hampered by low throughput and purity, as well as cell loss. To address this, we developed a fully integrated platform for flow cytometry-based isolation of CTCs and clusters from blood that can be combined with whole transcriptome analysis or targeted RNA transcript quantification. Downstream molecular signature can be linked to cell phenotype through index sorting. This newly developed platform utilizes in-line magnetic particle-based leukocyte depletion, and acoustic cell focusing and washing to achieve >98% reduction of blood cells and non-cellular debris, along with >1.5 log-fold enrichment of spiked tumor cells. We could also detect 1 spiked-in tumor cell in 1 million WBCs in 4/7 replicates. Importantly, the use of a large 200μm nozzle and low sheath pressure (3.5 psi) minimized shear forces, thereby maintaining cell viability and integrity while allowing for simultaneous recovery of single cells and clusters from blood. As proof of principle, we isolated and transcriptionally characterized 63 single CTCs from a genetically engineered pancreatic cancer mouse model (n = 12 mice) and, using index sorting, were able to identify distinct epithelial and mesenchymal sub-populations based on linked single cell protein and gene expression.

## Introduction

Circulating tumor cells (CTCs) are rare cells shed from solid tumors and found at extremely low numbers in the bloodstream of patients in most cancer types. A subset of these cells can seed distant organs in the body and give rise to metastases, which are the primary cause of cancer-related mortality^1^. Sampling these cells in the form of a ‘liquid biopsy’ can be a sensitive and non-invasive method for early detection, disease monitoring, and identification of therapeutic targets. Indeed, a number of studies have demonstrated the clinical utility of this approach; CTC number is correlated with a worse prognosis in most carcinomas^2–6^ and CTC analysis has been used to detect actionable mutations or the development of acquired resistance to targeted therapies^7–9^. Transcriptional characterization of CTCs at a single-cell level can provide additional insights into tumor heterogeneity, and identify clinically relevant signaling pathways for therapeutic intervention^10–12^.

In addition to individual CTCs, there is emerging evidence demonstrating the clinical importance of circulating tumor cell clusters in blood^13–16^. The presence of CTC clusters is associated with increased metastatic potential^17,18^ and lower progression free survival in breast, prostate and lung cancer^19–22^. However, the extremely low frequency of occurrence of both single cells and clusters in the blood (~1–100 cells in a background of billions of blood cells) makes isolation and detailed analysis of these cells challenging.

CellSearch® is the only FDA-approved platform for clinical characterization of CTCs. However, this approach offers only enumeration and limited phenotypic analysis with just one open channel for the addition of new markers. It also does not yield purified viable cells that can easily be used for downstream molecular analysis or functional studies. The end product is an enriched fraction of CTCs that may also include clusters^20,23^, although the CellSearch system was not specifically designed to capture CTC clusters. Size-based enrichment^15,16,24,25^ can miss the fraction of CTCs that are equal to or smaller than WBCs^26,27^. In recent years, a number of groups have developed methodologies for bulk CTC enrichment based on immunocapture of surface proteins^28–31^, negative depletion of hematopoietic cells^32,33^, and direct imaging^34^. For single-cell analysis, the enriched CTCs often have to go through an additional purification step such as the DEPArray^27,35^, Fluidigm C1^36^ or single-cell micro-manipulation^37^. However, this leads to additional loss during transfer^35^ and these approaches can be time- and labor-intensive, and thus less compatible with deployment in a clinical lab setting.

While it has prognostic value, CTC count alone is rarely clinically actionable. Tumor molecular subtyping based on transcriptional profiles^38,39^ and detection of targetable variants^40^ are increasingly relevant for therapy selection in pancreatic and other cancers. However, repeat access to tissue samples can be difficult or impossible^41,42^, suggesting a role for CTC-based molecular monitoring. Therefore, to be clinically relevant, it is critical to have an integrated next-generation CTC analysis platform that is capable of (i) efficiently isolating single cells as well as clusters at the same time, (ii) providing pure cell populations with minimal or no WBC contamination, and (iii) high-throughput retrieval of viable cells for molecular analysis. Additionally, the platform must be readily adaptable for multiplex positive- or negative-selection approaches for multiple cancers with diverse cell surface protein markers, and have single-use tubing kits available for eventual use for clinical tests. To our knowledge, none of the existing platforms fulfill all the above criteria.

In this report, we describe a novel flow cytometric approach that integrates isolation of rare circulating tumor single cells and clusters from whole blood with whole transcriptome analysis (WTA) and a novel BD Precise™ technology^43^ for accurate quantification of RNA transcripts in single cells in a low-cost and high-throughput format. This method combines immunomagnetic depletion of leukocytes and red blood cells (RBCs) followed by acoustic cell washing and focusing to pre-enrich tumor cells in the blood prior to cell sorting. Additionally, we utilized flow cytometric index sorting^44^ that allows for the correlation of phenotypic and molecular profiles at the single cell level. Using this workflow, we were able to successfully isolate rare CTCs from a genetically engineered autochthonous mouse model of pancreatic ductal adenocarcinoma (PDA) and identify distinct epithelial and mesenchymal sub-populations based on protein and transcriptional signatures. Thus, we demonstrate an integrated, clinically feasible workflow for isolation and molecular characterization of CTCs.

## Results

### Approach to rare cell pre-enrichment, isolation, and analysis

We developed an integrated magnetic separator and acoustic microfluidic platform^45^ for rare cell pre-enrichment from whole blood. This pre-enrichment platform is connected in-line with the BD Influx^TM^ cell sorter and has a small footprint compared to the flow sorter to which it is attached (Fig. 1a). The sample input port, magnet, acoustic focusing chip, camera, and flow sensors are grouped close together to minimize dead volumes and maximize sensitivity. The magnetic separator is fully enclosed and uses low-cost disposables to maintain sample sterility.

**Figure 1:**
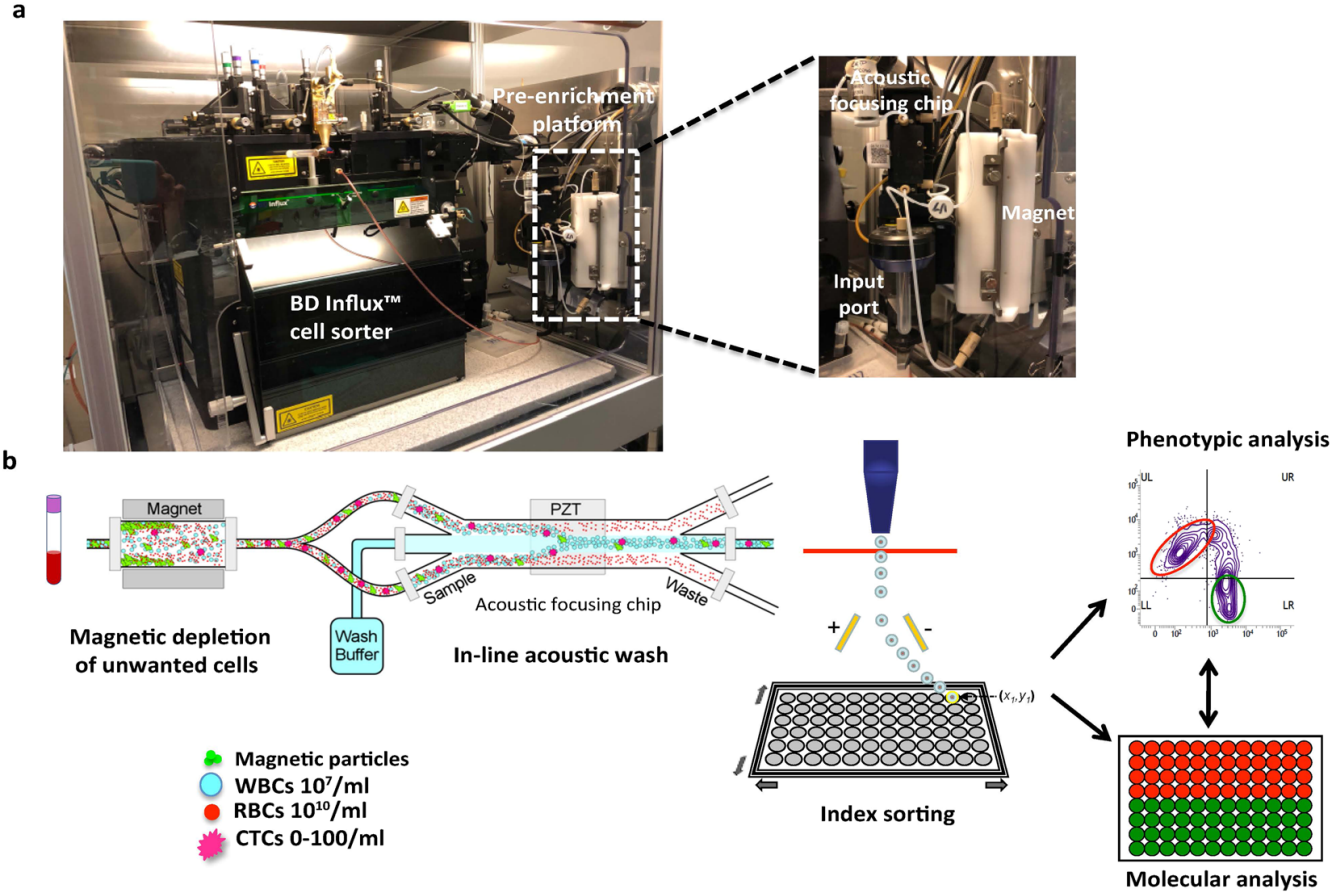
Schematic of integrated platform and workflow. (**a**) Pre-enrichment platform is connected in-line with the BD Influx™ cell sorter. (**b**) Whole blood is labeled with antibodies against CTC markers as well as magnetic microparticles that bind unwanted blood cells. The sample then passes through a magnetic depletion step that removes >98% of unwanted blood cells followed by an in-line acoustic focusing and washing step, which removes debris and concentrates the sample prior to cell sorting. The sample can be interrogated based on cell markers and single cell or bulk populations of interest can be easily index-sorted for correlation of flow phenotype with molecular profile. WBC – White blood cell, RBC – Red blood cell, CTC – Circulating tumor cell, PZT – lead zirconate titanate.

Whole blood is prepared for cell sorting by labeling with fluorescently conjugated antibodies, along with BD IMag™ magnetic particles that can be covalently conjugated to monoclonal antibodies or streptavidin to deplete unwanted blood cells. This is followed by the addition of a gentle RBC lysis buffer that preserves CTC viability. The sample is then directly run through the instrument, without additional centrifugation-based wash steps, which could lead to cell loss. It first passes through tubing enclosed by a magnetic separator that depletes unwanted leukocytes and RBCs that have been magnetically labeled. The sample then flows through an acoustic focusing chip in which ultrasonic standing waves are used to separate particles based on their size, density and compressibility^46,47^. Based on this principle, smaller particles such as cell debris, unbound antibodies, RBCs, and platelets will be displaced further from the central channel as compared to larger nucleated cells including CTCs, which are directed to the cell sorter. At the same time, the sample can be washed without centrifugation by flowing wash buffer through the central channel during acoustic focusing, thereby further minimizing sample manipulation and cell loss associated with centrifugation^48^. The density of the wash buffer can be varied to achieve optimum cell separation. Detailed and quantitative phenotypic analysis can be performed on individual cells by flow cytometry, which can then be recovered through sorting for downstream molecular analysis. Further, the index-sorting feature, in which a high content cytometric phenotype of every individual sorted cell is recorded, allows for retrospective analysis of sorted single cells based on their molecular profile (Fig. 1b).

### Platform performance characteristics

To optimize and measure the platform performance characteristics, we first utilized a tumor-derived cell line (PD7591) from a genetically engineered mouse model of pancreatic cancer (*Pdx1-Cre*, *Kras*^*LSL-G12D*^*, p53*^*L*/+^, *Rosa*^*YFP*/*YFP*^ (KPCY))^49^. Cultured PD7591 cells expressing yellow fluorescent protein (YFP), that could be detected by flow cytometry in a marker-independent manner, were spiked into healthy mouse blood. The sample was stained with CD45-APC for WBCs and DAPI as a viability marker, and also labeled with magnetic particles targeting APC (to deplete WBCs) and Ter-119 (to deplete RBCs). The sample was then diluted with RBC lysis buffer to achieve a gentle lysis of RBCs. To determine efficiency of enrichment, half the unwashed sample was run through the pre-enrichment platform in-line with the BD Influx™, and the other half of the sample was run directly on the Influx, without pre-enrichment. YFP and CD45 positive cells were assessed by flow cytometry, with representative results shown in Fig. 2a. The sample processing rate was 6 ml/hr of diluted blood. We were able to achieve 97.3 ± 1.2% reduction in white blood cells and 98.5 ± 1.2% reduction in debris with the pre-enrichment platform (Fig. 2b). This resulted in a 95% decrease in event rate on the flow cytometer and >1.5 log enrichment in target cell population.

**Figure 2:**
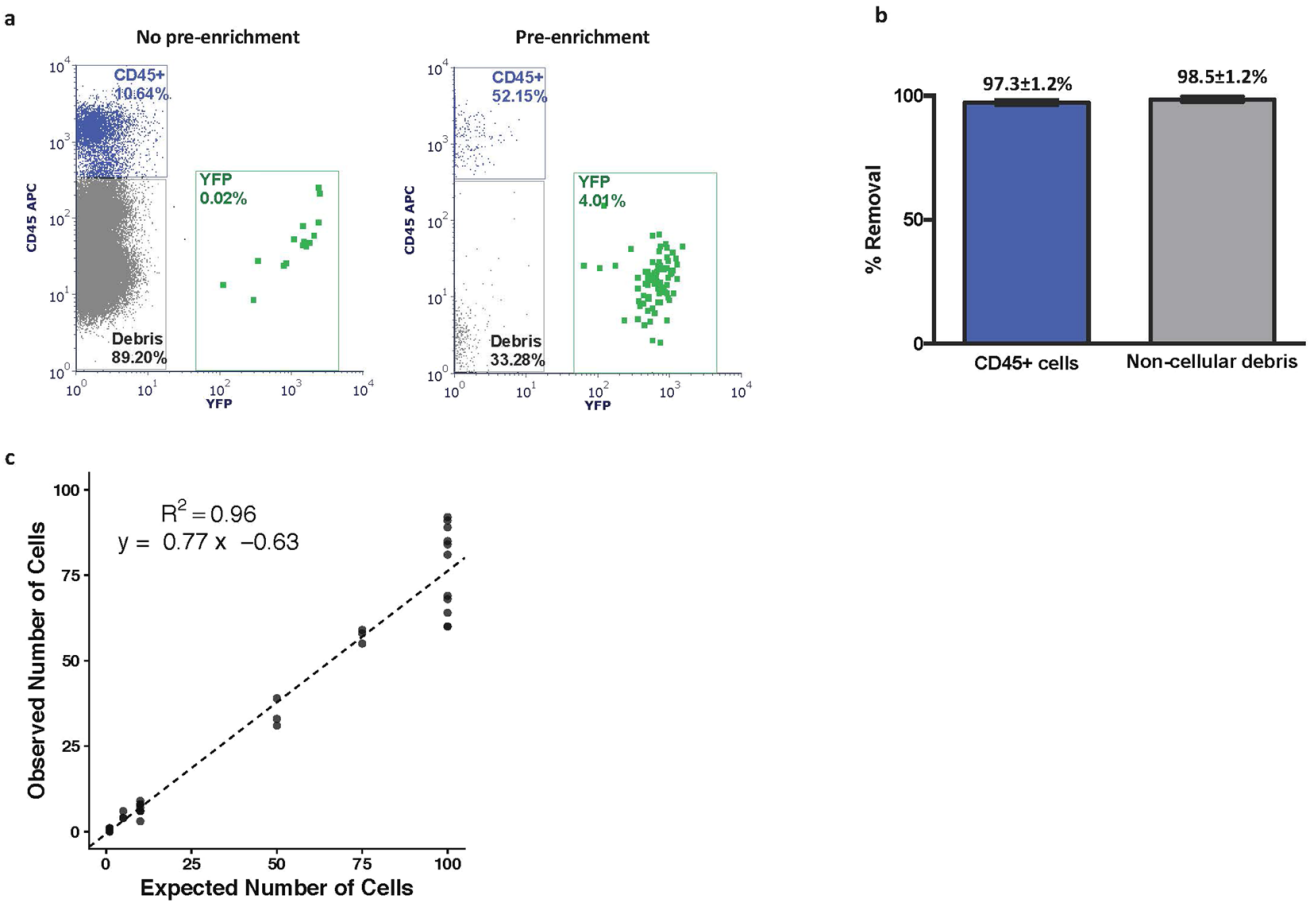
Performance characteristics of platform. (**a**) YFP+ PD7591 cell line cells were spiked into normal mouse blood and processed through BD Influx™ only (no pre-enrichment; left) or together with the pre-enrichment workflow (with pre-enrichment; right). (**b**) Percent removal of CD45+ WBCs and non-cellular debris with pre-enrichment platform as compared to without pre-enrichment (n = 5, mean ± SD). (**c**) Average calculated cell recovery using linear regression analysis (n = 3–9).

To assess post-enrichment cell recovery, 1, 5, 10, 50, 75 and 100 YFP+ cells were directly sorted into whole blood and each sample was labeled, lysed, pre-enriched, and cell recovery analyzed by flow cytometry. The observed cell counts were plotted against expected cell counts (Fig. 2c). A linear regression analysis was performed, and the average recovery was calculated to be 77% (R^2^ = 0.96). We examined possible sources of cell loss and found that approximately 10% of spiked-in cells were found in the waste from the acoustic focusing chip, an additional 5% of cells were bound in the magnetic tubing, and the remaining fraction was likely lost in the dead volume of the tubing. We were able to reliably detect 1 cell in 1 million WBCs (as assessed by a hemocytometer) in 4 out of 7 replicates. Thus, we demonstrate high cell recovery and sensitivity using the integrated pre-enrichment platform and Influx cell sorter.

### Minimal effect of processing on molecular profile, phenotype, and viability

Given our intention of sorting rare cells for molecular analysis, and linking molecular profile to phenotype using index sorting, we next sought to measure any changes in gene expression, cell viability, or phenotype induced by processing. To measure changes in gene expression, the KPCY tumor-derived cell line PD798 was incubated with magnetic particles, treated with RBC lysis buffer, and sorted using the pre-enrichment workflow as described above (referred to as “pre-enriched” in Fig. 3a). As a comparison, the same sample was also sorted through the BD Influx™, without passing through the pre-enrichment step (“FACS-only”). An aliquot of PD798 was also banked prior to sorting as a pre-sort control (“pre-FACS”). Finally, an identical sample was incubated in staining buffer at room temperature for the same time period, referred to as “Mock.” 

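Of each of the 4 conditions (Mock, Pre-FACS, FACS-only and Pre-enriched), 3 libraries of the pancreatic tumor line PD798 were sequenced, so that 12 expression profiles could be compared. The authors aligned the reads to the mm10 mouse genome, with the ERCC92 spike-in sequences added, using STAR (version 2.5.2a). Reads per gene were counted with featureCounts (version 1.4.6-p4), normalized by the upper quartile with EDASeq and converted to TPM, which corrects for the effective length of each gene and is scaled to a fixed total per library. The deposited table holds TPM for 13845 genes and no read counts. TPM carries no record of how many reads lay behind it, so the depth of each of the 12 libraries is unknown and no counting error could be set beside the values. For the comparisons of these libraries, TPM was put on a log2 scale after a pseudocount of 1, and genes with at least 1 TPM in at least 3 of the 12 libraries were kept, which left 12159 genes. On this scale the change of a gene of low expression is understated. The spread of each gene was estimated from the 3 replicates of all 4 conditions in 1 limma fit with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. With 200 genes changed by 0.5 on the log2 scale in simulated values for the same 12159 genes, the comparison among the 4 conditions recovered 43.0% of them with 3 false calls. With changes of 1 on the log2 scale it recovered 85.5% with 12 false calls, and with no changed gene it called 0 genes. Each setting was simulated 1 time, with changes in the FACS-only values only. The noise was normal and independent between genes and between libraries. Variation shared by real libraries or genes was not simulated, so these false calls may understate those in the real libraries. The choice of the test, the gene filter and the replicates included all move the number of genes called.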

RNA was extracted from bulk cells from all samples, and whole transcriptome RNA sequencing was conducted to assess potential effects on gene expression. The transcriptional profiles across all 4 conditions were highly similar (R > 0.99), and replicate analysis from any one condition demonstrated that within-condition expression profiles were not more highly correlated than between-condition expression profiles when unsupervised hierarchical clustering was performed (Fig. 3a). 

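Pearson's r was computed across genes for each of the 66 pairs of the 12 PD798 libraries, where genes are not independent replicates. The median r was 0.990, the lowest 0.988 and the highest 0.992, and 36 of the 66 pairs lay above 0.99. The standard deviation of r over the pairs was 0.000910. Of the alternatives, a pseudocount of 0.1 moved the lowest r most, to 0.979. Without a filter, over the 13845 genes of the paper's legend, the lowest r was 0.991, and Spearman's rho was at least 0.9904. The 12 pairs of libraries from 1 condition had a mean r of 0.9905, against 0.9900 for the 54 pairs from different conditions. The difference of 0.000525 was tested by an exact permutation of the condition labels over all 15400 partitions of the libraries into 4 groups of 3 (one-sided p = 0.0205). The smallest p these partitions allow is 6.5e-05. The p rose to 0.0629 without Mock replicate 2, and to 0.105, 0.0829 and 0.120 without Pre-enriched replicates 1, 2 and 3. On linear TPM it was 0.221. Pre-enriched libraries correlated with each other at a mean of 0.9913, compared with 0.9905 within Mock, 0.9902 within FACS-only and 0.9900 within Pre-FACS. For only 2 of the 12 libraries, Pre-enriched replicates 1 and 3, was the most similar library 1 of the same condition. In average-linkage clustering the 3 Pre-enriched libraries shared a branch with Pre-FACS replicate 1 and FACS-only replicate 1, whereas Mock, Pre-FACS and FACS-only libraries were each spread over 2 or 3 of the 4 highest branches.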

Similar results were also observed using a second KPCY-derived cell line, PD483 (Supplementary Fig. S1). 

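Expression of 12159 genes was compared among the 12 PD798 libraries with limma, with 3 libraries per condition. Among all 4 conditions, 13 genes (0.107%) had an adjusted p under 0.05, and 919 genes had an unadjusted p under 0.05. The replicates decided much of this count. It rose to 17 without FACS-only replicate 1 and fell in every other case. It was 1 without Mock replicate 1, Pre-FACS replicate 1, FACS-only replicate 2, Pre-enriched replicate 1 or Pre-enriched replicate 3, and 2 without Pre-FACS replicate 2 or 3. Without FACS-only replicate 3 it was 3, without Pre-enriched replicate 2 it was 6, without Mock replicate 3 it was 7 and without Mock replicate 2 it was 8. A test of each gene that shared no information between genes gave 2 genes, and limma without the mean-variance trend gave 1. With the replicate number as a term of the model, limma gave 61. The lowest adjusted p was that of Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541 of mm10, protein coding), which encodes a transcription factor of the stress response. Atf4 was at 587 ± 11.5 TPM in Pre-FACS, 744 ± 17.5 in Mock, 786 ± 19.8 in FACS-only and 789 ± 16.2 in Pre-enriched libraries (SD, n = 3 each). Its adjusted p among the 4 conditions was 0.00075 in limma, and it stayed under 0.05 with each of the 12 libraries left out in turn. By adjusted p, the next 9 genes were Tnfaip3 (0.0306), Gadd45g (0.0310), Nfkbia, Fam166a, Pgam1, Gnl3, Hist1h1b and Kifc1 (0.0314 each) and Nr1d1 (0.0338), from the same limma fit. Of the 13 genes, 9 were lowest in Pre-FACS and 4 in Pre-enriched libraries. Some of them set both sorted conditions apart from Mock and Pre-FACS. Mean Gnl3 was 142 and 141 TPM in FACS-only and Pre-enriched libraries, against 114 in Mock and 110 in Pre-FACS. Hist1h1b was at 6.26 and 5.28 TPM against 11.0 and 12.8, and Kifc1 at 12.4 and 11.3 against 17.0 and 20.8, in the same order. Others did not, such as Tnfaip3, at 232 and 165 TPM against 197 and 159. Pgam1 has 2 annotated pseudogenes named after it, so its reads could have been shared with them. Hist1h1b belongs to a family of histone genes, but how far its sequence is shared was not measured.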

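By pairs of conditions in the same limma fit of the 12 libraries, 6 genes differed between Pre-enriched and Pre-FACS libraries, of which 2 were higher and 4 lower in Pre-enriched libraries. Between FACS-only and Pre-FACS libraries 15 genes differed, of which 12 were higher and 3 lower in FACS-only libraries. Mock and Pre-FACS libraries differed in 1 gene, Atf4. Pre-enriched against Mock gave 0 genes in limma (945 at an unadjusted p under 0.05, lowest adjusted p 0.192), and limma without the trend gave 1. For Pre-enriched against FACS-only the count was 0 (821 at an unadjusted p under 0.05, lowest adjusted p 0.0690), and limma without the trend gave 2. FACS-only against Mock gave 0 genes (684 at an unadjusted p under 0.05, lowest adjusted p 0.664), and 0 in limma without the trend. Adding the replicate number as a term of the model changed these counts. Limma then gave 2 genes for Pre-enriched against Mock, 7 for Pre-enriched against FACS-only and 4 for FACS-only against Mock. It gave 37 and 77 for Pre-enriched and FACS-only against Pre-FACS. The counts of 0 thus hold for the model without that number, and the paper does not say what a number shares. The test without shared information gave 0 genes for every pair. Pre-enriched against FACS-only became 2 without Mock replicate 2 and 1 without FACS-only replicate 1. Pre-enriched against Pre-FACS fell to 2 without Pre-FACS replicate 2 or Pre-enriched replicate 2, and to 1 without Pre-FACS replicate 3, Pre-enriched replicate 1 or Pre-enriched replicate 3. FACS-only against Pre-FACS was 5, 6, 7, 7, 8 and 9 without FACS-only replicate 2, FACS-only replicate 3, Mock replicate 1, Pre-FACS replicate 2, Pre-FACS replicate 3 and Pre-enriched replicate 1, and it was 23 and 24 without FACS-only replicate 1 and Mock replicate 3. Relative to Pre-FACS, Atf4 was higher by 0.42 on the log2(TPM + 1) scale in Pre-enriched libraries (SE 0.0428, adjusted p = 0.000396 in limma), by 0.42 in FACS-only libraries (adjusted p = 0.000471) and by 0.34 in Mock libraries (adjusted p = 0.00755). The Mock comparison lost Atf4 without Mock replicate 1 or 2 or Pre-FACS replicate 2 or 3 and then held 0 genes in limma (551 at an unadjusted p under 0.05 over all 12 libraries). Pgam1 (chromosome 19, 41911923 to 41918660) changed by -0.37 between Pre-FACS and Pre-enriched libraries (SE 0.0535, adjusted p = 0.0200 in limma). Without Pre-FACS replicate 2 or 3 or any Pre-enriched replicate its adjusted p rose to between 0.0583 and 0.176. Fam166a (chromosome 2, 25218745 to 25222280) was at 2.07 ± 0.282 TPM in Pre-enriched (SD, n = 3) and at 0.0395 ± 0.0684 TPM in Pre-FACS libraries. This log2 difference was 1.56 (SE 0.232, adjusted p = 0.0205 in limma). It was not called without any 1 of the Pre-FACS replicates (adjusted p 0.0535, 0.0956 and 0.0716). Fam166a was also low in Mock (0.156 ± 0.178 TPM) and FACS-only libraries (0.273 ± 0.133 TPM), so its rise was seen in Pre-enriched libraries alone. Against these 2 conditions the log2 differences were 1.41 and 1.27, not past the threshold (limma adjusted p = 0.192 and 0.236). Gadd45g (chromosome 13, 51846678 to 51848468) and Tnfaip3 (chromosome 10, 19000910 to 19015657) were higher in FACS-only than in Pre-FACS libraries by 0.62 (SE 0.0821) and 0.54 (SE 0.0730), both with an adjusted p of 0.00521 in limma.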

We also performed differential gene expression analysis between all processing conditions and found 2 out of 13,845 genes in PD798 (0.01%), and 7 out of 13,264 genes in PD483 (0.05%) to be significantly different between the various conditions. Taken together, these results demonstrate that the pre-enrichment workflow does not significantly affect gene expression.

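Handling of cells can induce immediate-early and heat-shock genes, and a list of 21 such genes was tested as a set in the same 12 PD798 libraries with limma's camera test at its preset inter-gene correlation of 0.01, two-sided. Against Mock, the list changed by a median of 0.02 on the log2 scale in Pre-enriched libraries, with 13 of 21 genes higher (p = 0.221, adjusted p = 0.221 over the 3 comparisons with Pre-enriched libraries). The median became -0.03 without Mock replicate 1 or 2 and -0.04 without Pre-enriched replicate 3, and the adjusted p fell to 0.00371 without Mock replicate 3 and to 0.0254 without Pre-enriched replicate 2. Against Pre-FACS, the list was higher by a median of 0.07 with 14 of 21 genes higher (p = 0.0160, adjusted p = 0.0259). This p rose above 0.05 without Pre-FACS replicate 1 (adjusted p 0.252), Pre-FACS replicate 2 (0.234) or Pre-enriched replicate 3 (0.721). Against FACS-only, the median was -0.11 with 5 of 21 genes higher (p = 0.0173, adjusted p = 0.0259). It was not past the threshold without Pre-FACS replicate 1 (adjusted p 0.0626), FACS-only replicate 3 (0.704), Pre-enriched replicate 1 (0.131) or Pre-enriched replicate 2 (0.389). Neither of these calls held under fry (adjusted p 0.802 for both) or under camera with an estimated correlation (0.643 for both). With the replicate number as a term of the model, both calls stayed past the threshold under camera, at a smaller adjusted p. Adjusted over the list alone, 0, 1 and 0 genes were past the threshold against Mock, Pre-FACS and FACS-only, and 0, 0 and 0 genes over all genes tested by limma. In these 3 comparisons the largest single changes were those of Hspa1a against Mock (0.28, SE 0.191, limma adjusted p = 0.766) and of Fosb against Pre-FACS (0.59, SE 0.408, limma adjusted p = 0.703) and FACS-only (-0.69, SE 0.408, limma adjusted p = 0.801). Between FACS-only and Pre-FACS libraries, a comparison of this list chosen after its values were seen, Fosb changed by 1.28 (limma adjusted p = 0.453), Nr4a1 by 0.69 (0.767) and Atf3 by 0.53 (0.325). From the correlation of the profiles and the number of genes found different between the conditions, the paper concludes that the pre-enrichment workflow has no significant effect on gene expression.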

**Figure 3:**
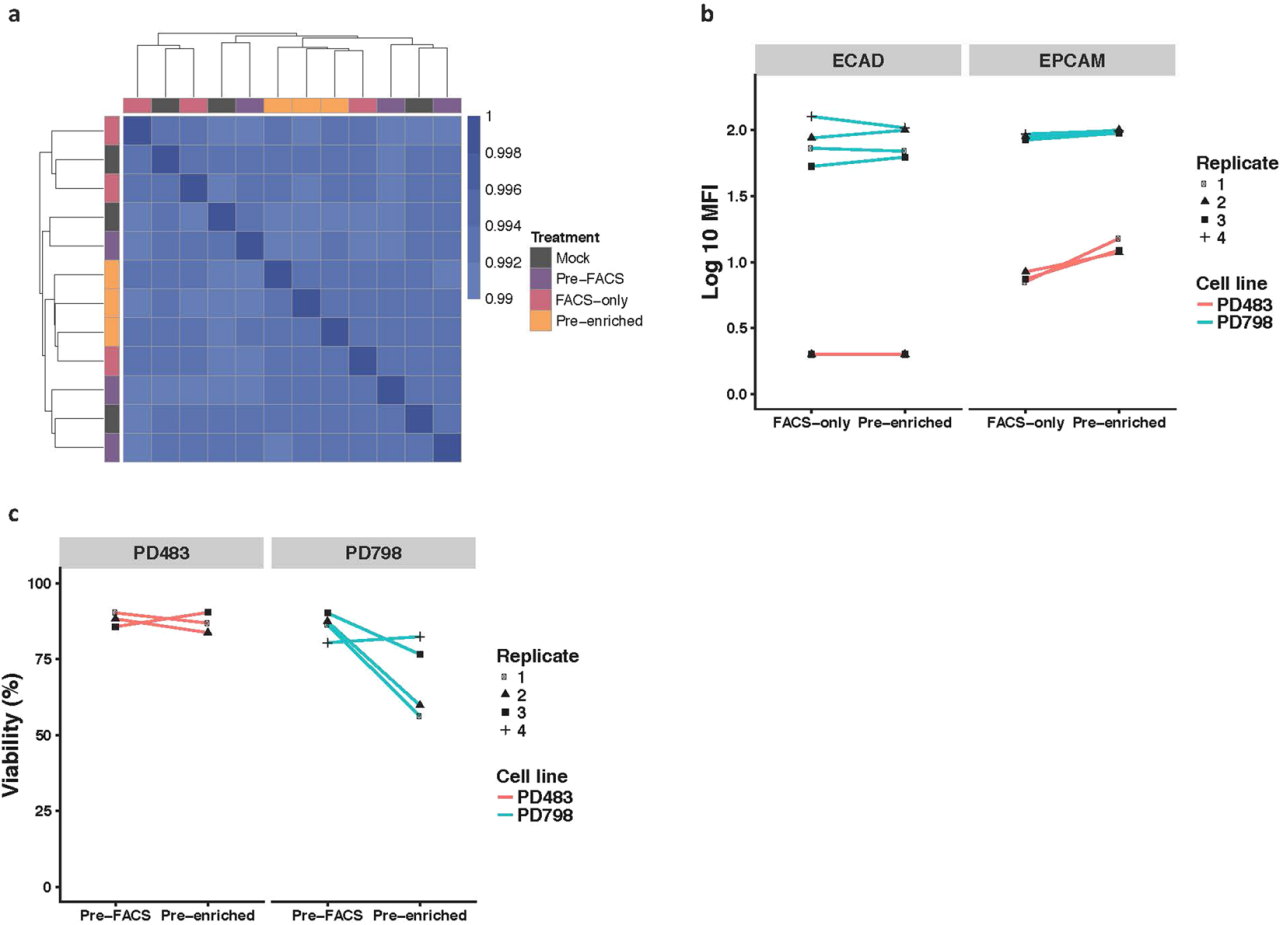
Sample processing has minimal effects on gene expression, cell phenotype and viability. (**a**) Correlation matrix comparing gene expression profiles as determined by whole transcriptome RNA sequencing. PD798 cells were sorted through the pre-enrichment workflow (Pre-enriched), sorted through Influx only (FACS-only), analyzed prior to sorting (Pre-FACS), or were incubated in buffer only on the bench (Mock). Scale refers to Pearson correlation coefficient. (n = 3). 13845 genes were considered in the analysis. (**b**) The PD483 and PD798 cell lines were processed by FACS-only or with pre-enrichment to determine the processing effects on cell surface protein expression of EPCAM and ECAD. (MFI – mean fluorescence intensity) (**c**) Viability was assessed by Trypan Blue exclusion in the same two cell lines, PD483 and PD798, and was not significantly different at the end of the pre-enrichment workflow as compared to before sorting. Wilcoxon paired signed-rank test as well as a linear mixed-effects model was performed to determine statistical differences.

We next sought to determine whether exposure to the RBC lysis buffer followed by on-chip washing had an effect on the detection of the cell surface proteins EPCAM and E-cadherin (ECAD) by flow cytometry. Using the KPCY tumor-derived cell lines PD798 (epithelial characteristics with high ECAD expression) and PD483 (mesenchymal characteristics with low ECAD and EPCAM expression) (Supplementary Fig. S2), and comparing cells processed by FACS-only to those that were also pre-enriched, no difference in the mean fluorescence intensity of the cell-surface proteins could be detected (Fig. 3b). Cell viability as measured by Trypan Blue exclusion was not found to be significantly different at the end of cell sorting as compared to unmanipulated cells prior to sorting (Fig. 3c). Taken together, these results indicate that the assay workflow including RBC lysis is compatible with phenotypic analysis as well as RNA-based molecular profiling.

### Isolation of cell clusters

Recent studies suggest CTC clusters may have increased metastatic potential and higher prognostic value as compared to single cells^14,17^, and yet most approaches for rare cell purification are capable of isolating either single cells or clusters, but not both at the same time^24,32^. To optimize our approach for simultaneous isolation of single cells and clusters, we utilized a 200 μm nozzle on the Influx, which is twice as large as standard nozzles used in cell sorters. In comparison to the standard 100 μm nozzle, this led to a > 5-fold decrease in sheath pressure from 20 psi to 3.5 psi (180 mmHg), which would be predicted to preserve cell clusters. In order to assess the effect of the workflow on the integrity of cell clusters, we spiked *in vitro* generated cell clusters^17^ into whole mouse blood, incubated the sample with antibodies and magnetic beads and sorted using the above described pre-enrichment workflow. Cluster size (number of cells present), as well as total number of clusters was measured by microscopy prior to sorting and at the end of the sort. The experiment was repeated using a standard 100 μm nozzle as a control. The use of a smaller nozzle resulted in a significant decrease in the number of larger cell clusters (>5 cells) and a corresponding increase in single cells after sorting, indicating that large cell clusters were dissociating into individual cells under these conditions (Fig. 4a). However, the distribution of cluster size was maintained with the use of the larger 200 μm nozzle, suggesting that cell clusters in the blood remain intact under the low shear stress exerted under these conditions (Fig. 4b). Representative images from both conditions are shown in Fig. 4c. Using the same workflow, we were also able to successfully isolate circulating tumor cell clusters of >5 cells from whole blood obtained from the KPCY mouse model of pancreatic cancer in which all tumor cells express YFP (Fig. 4d). Thus, the gentle sample processing and minimal manipulation associated with this workflow allows for the isolation and recovery of intact cell clusters as well as single cells.

**Figure 4:**
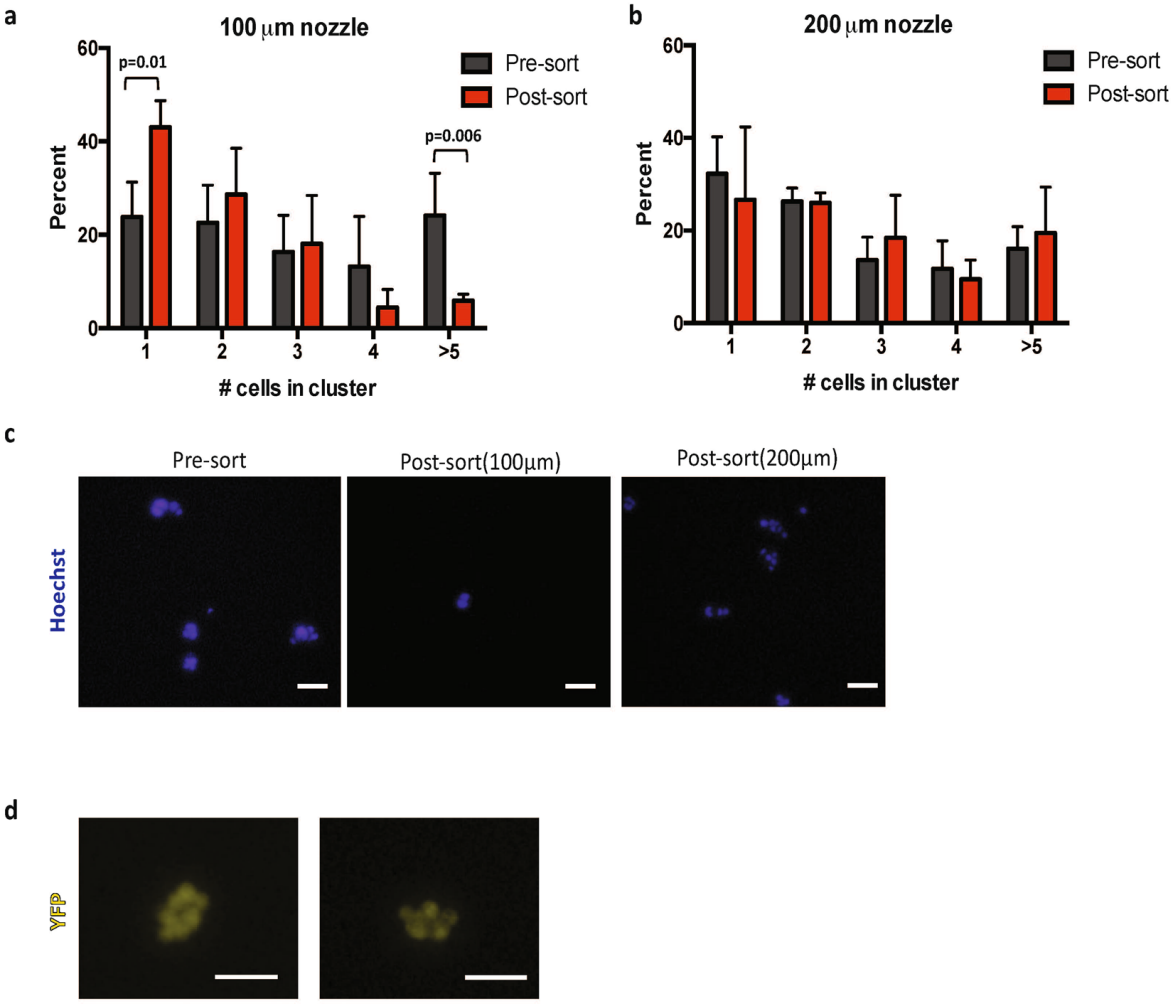
Optimized workflow preserves integrity of cell clusters. (**a**) Distribution of cell clusters before and after being sorted through (**a**) standard 100 μm nozzle and (**b**) 200 μm nozzle, and following pre-enrichment. Use of 100 μm nozzle results in a significant decrease in frequency of large clusters (>5 cells) and a corresponding increase in number of single cells whereas use of 200 μm nozzle maintains integrity of cell clusters. A negative binomial generalized linear model was used to determine statistical significance (n = 4) (**c**) Representative images of cells from (**a**) and (**b**). (**d**) Circulating cell clusters recovered from blood of a tumor-bearing KPCY mouse in which pancreatic tumor cells are labeled with YFP. Scale bar: 100 μm.

### RNA Sequencing of single and pooled cells

Detailed molecular characterization of CTCs, particularly at the gene expression level, can be invaluable for assessing tumor molecular heterogeneity and potentially informing clinical management. Along with efficient detection and isolation of rare CTCs, we wanted to ensure that our workflow could be easily integrated with complex downstream analysis including next-generation sequencing. Further, we wanted to assess the purity of the recovered cells, which is critical for performing meaningful single-cell analysis. PD798 cells were spiked into healthy mouse blood and enriched as described above. Single cells (n = 11) as well as pools of 10 (n = 12) and 100 (n = 6) cells were sorted and cDNA libraries were prepared with cell lysate as input using the Clontech SMART-Seq® v4 kit. RNA isolated from the bulk cell line (n = 2) was used as a control. 

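The input series comprised 31 PD798 libraries: 11 of single cells, 12 of pools of 10 cells, 6 of pools of 100 cells and 2 of RNA from the bulk cell line. No separate cultures or animals are named for these libraries, so each is described by its own value or by the range and median of its input, and no test was run between inputs. The authors processed the reads as for the processing conditions, and the deposited table gives TPM for 13817 genes. The table does not hold every gene over which TPM was scaled. The genes in it add up to 54.2% of that fixed total in single cell 7 and to 99.99% in single cell 6, with a median of 86.5% over the single cells. In the pools of 10 cells the sum was 93.5% to 99.98%, in the pools of 100 cells 99.7% to 99.9%, and in the bulk RNA 99.92% and 99.99%. The paper states a minimum depth per sample and a range of mean depths for this series, but the number of reads behind each library cannot be recovered from TPM and is unknown here. The text calls the bulk RNA a control from the cell line while the legend of Fig. 5 describes all inputs as sorted from whole blood, so the bulk RNA is not taken as free of blood. A gene at 0 TPM is therefore described as listed at 0 and not as absent. Genes of high bulk expression were listed at 0 in single cells: of 2124 autosomal genes with at least 100 TPM in both bulk RNA libraries, between 0% and 20.6% were listed at 0 in a single cell and at most 0.235% in a pool of 10 cells. In single cells 1 to 4, all 49 X-linked genes with at least 100 TPM in both bulk RNA libraries were listed at 0. For correlations, TPM was put on a log2 scale with a pseudocount of 1 over the 12325 genes with at least 1 TPM in at least 3 of the 31 libraries. The 2 tables were normalized separately, so levels in this series were not tested against the processing conditions.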

We were able to successfully generate high-quality libraries from 11/13 single cells (85% success rate) and from 18/18 pools of cells. 

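Of the hematopoietic lineage genes shown in Fig. 5a, values were analysed here for Itga2b, which encodes CD41 of megakaryocytes and platelets (chromosome 11, 102453297 to 102470122 of mm10). Cd3d, Cd3e, Cd3g, Itgam and Ptprc were not analysed here. Itga2b was at 1 TPM or more in 2 of the 29 sorted libraries, at 1.79 TPM in single cell 4 and 1.34 TPM in 100-cell pool 2. Its median was 0 TPM in single cells, 0.249 TPM in pools of 10 cells and 0.395 TPM in pools of 100 cells, and the bulk RNA was at 0.644 and 0.876 TPM. Counted above 0 TPM in place of 1 TPM, the gene was present in 16 of the 29 libraries, and at 5 TPM or more in 0 of them. The epithelial genes were high in the same libraries. Krt18 had a median of 7907 TPM in single cells, 11489 TPM in pools of 10 cells, 9503 TPM in pools of 100 cells and 8835 TPM in bulk RNA. The medians of Krt19 were 3138, 4204, 4088 and 6568 TPM in the same order, those of Cldn7 446, 676, 505 and 578 TPM, and those of Cdh1 75.5, 109, 142 and 934 TPM. The medians of the pools of 100 cells lie between 2 sets of pools. Krt19 was at 6995 to 7712 TPM in pools 1 to 3 and at 812 to 1182 TPM in pools 4 to 6. Krt18 was at 12107 to 12806 TPM and at 4517 to 6899 TPM in these sets. Epcam ranged from 0 to 2349.5 TPM in single cells with a median of 515 TPM, was at 1 TPM or more in 9 of 11 and was listed at 0 in 1 of them, and had medians of 911, 714 and 827 TPM in the other inputs. Over these 5 genes, 143 of 145 values in sorted libraries were at 1 TPM or more. Of a longer list of 20 blood genes, fixed with the markers, 6 were among the genes given with TPM and were analysed here. The others were not analysed, so the list does not cover all lineages. Of the 174 values of the 6 genes in sorted libraries, 63 were at 1 TPM or more, a count that leaves out the other genes of the list. Of these genes S100a8 and S100a9 also had bulk RNA values of 37.4 and 51.0 TPM and of 8.45 and 9.93 TPM, and Alas2 lies on the X chromosome, whose genes were listed at 0 in single cells 1 to 4.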

The samples were sequenced at a mean depth of 5.8–15.3 million reads, of which a mean of 86.68% uniquely aligned to the mouse reference genome (Supplementary Fig. S3) The recovered cells had minimal WBC contamination based on very low expression of hematopoietic lineage markers in the sorted cell populations, in single cells as well as for sorted pools (Fig. 5a). Principal component analysis of the gene expression showed that sample inputs of 10 or more cells cluster together with the bulk RNA while heterogeneity is seen within the single cell population (Fig. 5b). However, the sum of 10 single cell profiles (“Synth 10”) was highly correlated with the expression of 10 cell bulk samples (“Ave 10”), suggesting that single cell heterogeneity observed in this experiment is normally masked when bulk samples are sequenced (Fig. 5c). This workflow, therefore, is well suited for performing detailed molecular analysis including whole transcriptome sequencing on highly pure populations of rare cells.

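Single cells held 3919 to 11438 genes at 1 TPM or more, with a median of 5823. The pools of 10 cells held 9149 to 11498 (median 10114), the pools of 100 cells 10255 to 11549 (median 10944), and the bulk RNA libraries 11889 and 11893. Counted above 0 TPM, the medians were 6868, 11334, 12967 and 13491 in the same order. In the principal component analysis of the 1000 genes of highest variance over the 31 libraries, centred but not scaled, components 1 and 2 held 43.97% and 12.2% of the variance. The median distance of a library from the mean of its own input in these components was 61.6 for single cells, 8.53 for pools of 10 cells, 17.8 for pools of 100 cells and 0.236 for the bulk RNA pair. The single cells were thus spread 7.22 times as widely as the pools of 10 cells. This ratio was 8.37 with 500 genes and 6.06 with 2000. Leaving out genes of the X and Y chromosomes, which was chosen after seeing the data, moved it most, to 5.32. On component 1 the single cells ran from -97.6 to 39.5, the pools of 10 cells from 7.97 to 42.8 and the pools of 100 cells from 6.18 to 41.9, and the bulk RNA lay at 45.7 and 46.2. Single cells 6 and 9 lay among the pools. Clu, Hnrnph2 and Hist1h1c had the largest positive loadings on component 1, and Gm20594, Acot10 and G6pd2 the largest negative ones. Component 2 set Gm20594, Acot10 and G6pd2 against Slc25a5, Hprt and Rpl10. The latter 3 are X-linked genes listed at 0 in single cells 1 to 4, where Gm20594 was at 327 to 1056 TPM against at most 1.37 TPM in every other library.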

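For Synth 10 the TPM of the 11 single cells were summed and divided by their number, and for Ave 10 the TPM of the 12 pools of 10 cells were averaged. Across 12325 genes, which are not independent replicates, the 2 profiles correlated at r = 0.967 on the log2 scale. The alternative that moved r most, a pseudocount of 0.1, gave 0.953. Single cells on their own correlated with Ave 10 at 0.657 to 0.981, with a median of 0.769. A pool of 10 cells correlated with the mean of the other 11 pools at 0.912 to 0.973, with a median of 0.954 and a standard deviation of 0.0205, so that Synth 10 lay within the range of single pools. Single cells 6 and 9 correlated with Ave 10 at 0.981 and 0.974, and the next highest was single cell 1 at 0.825. Over the sums of 10 of the 11 cells, r was lowest at 0.958 without single cell 6. The lowest of the 55 sums of 9 cells, the one without single cells 6 and 9, had r = 0.945. Pairs of single cells correlated with each other at 0.537 to 0.986, with a median of 0.667. From the high correlation of Synth 10 with Ave 10, the paper proposes that the heterogeneity of the single cells is masked when bulk samples are sequenced.

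**Figure D1:**
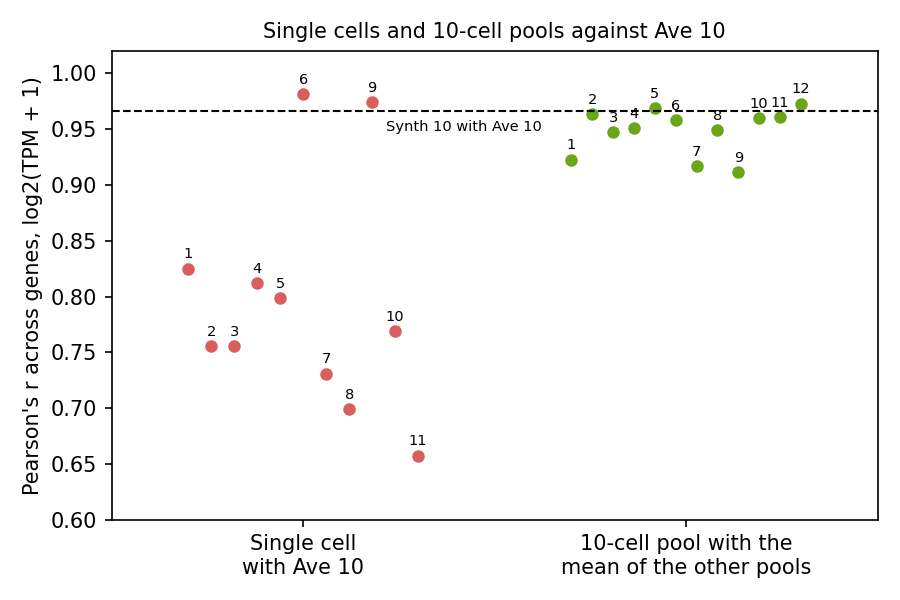
Pearson's r across genes on the log2(TPM + 1) scale of each single cell with Ave 10 (left) and of each pool of 10 cells with the mean of the other pools (right). Points are libraries, labelled by their number, and the dashed line is Synth 10 with Ave 10 at 0.967. Single cells 6 and 9 sit at 0.981 and 0.974, and the other single cells between 0.657 and 0.825.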

**Figure 5:**
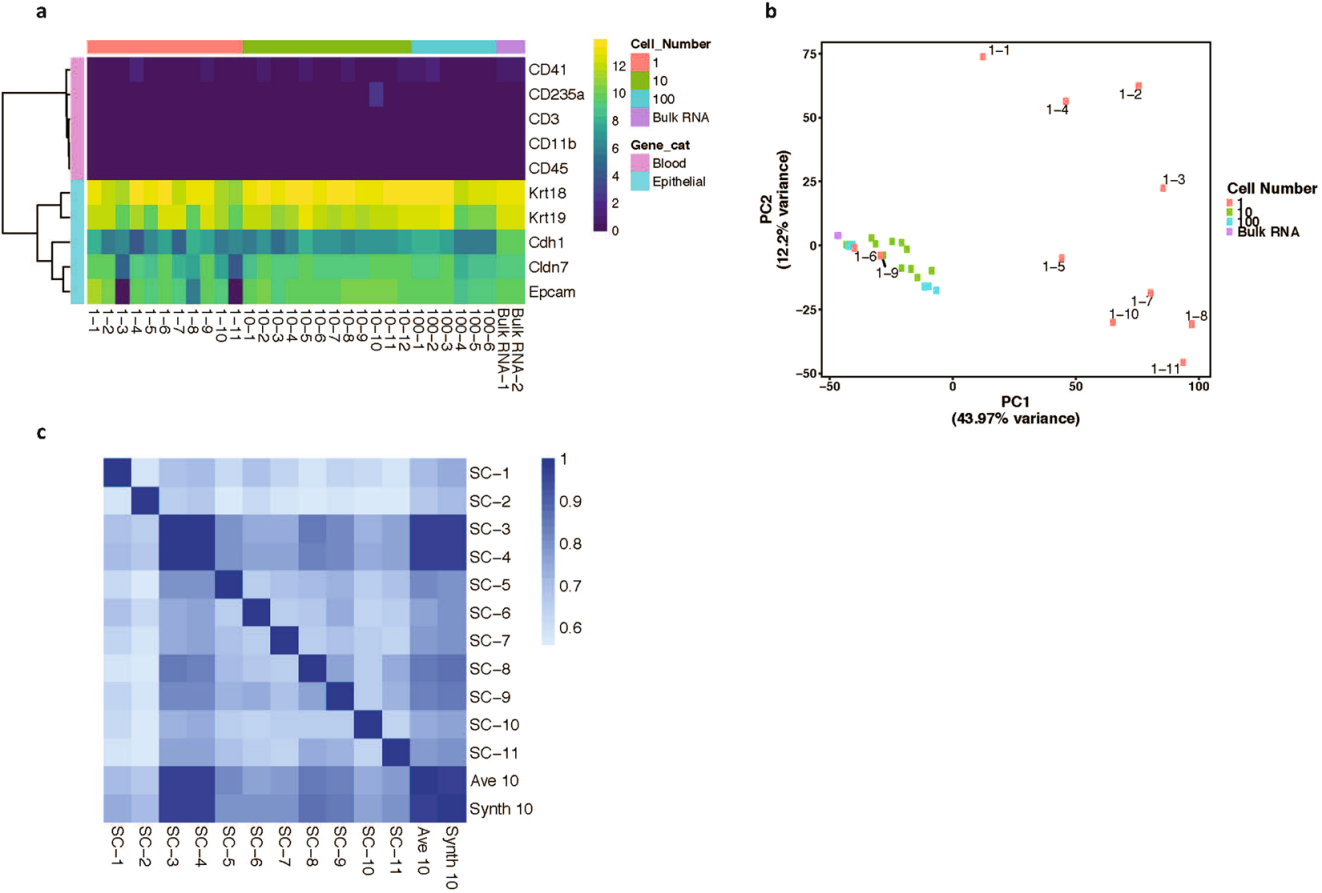
Whole transcriptome analysis of sorted single and pooled cells. (**a**) RNA sequencing was conducted on single cells (n = 11), 10-cell (n = 12) and 100-cell (N = 6) pools, and bulk RNA (n = 2) from PD798 cells pre-enriched and sorted from whole blood. Expression of selected hematopoietic lineage genes is extremely low or undetectable in all sorted cell populations, indicating high purity. Scale refers to log 2 TPM (transcripts per million). (**b**) Principal component analysis of gene expression of the 1,000 most variable genes in the different sorted cell populations or bulk RNA. (**c**) Correlation matrix comparing gene expression profile (13,817 genes) of single cells to the sum of all profiles (Synth 10) and the average of 10 cell pools (Ave 10). Scale refers to Pearson correlation coefficient. SC: Single cell.

### Targeted gene expression profiling of single cells

Whole transcriptome sequencing (WTS) is essential for discovery of molecular signatures associated with various states of disease and responsiveness to therapy. However, the expense and low throughput nature of WTS makes its use as a clinical diagnostic impractical. As a lower-cost alternative for the analysis of already identified correlative biomarkers, we integrated the pre-enrichment workflow with BD Precise™ assays, which offer highly sensitive and unbiased quantitation of a targeted gene panel for single or pooled cells. Additionally, the single-cell molecular data was correlated with phenotypic characteristics using the index-sorting function. PD798 and PD483 cell lines were each spiked into healthy mouse blood and stained with antibodies against epithelial markers EPCAM and ECAD along with the leukocyte marker CD45. The sample was then labeled with magnetic microparticles to deplete CD45+ WBCs and Ter-119+ RBCs, followed by RBC lysis. After passing through the pre-enrichment platform, individual CD45- YFP+ cells were sorted into a 96-well Precise™ encoding plate containing cell lysis buffer, molecule-specific barcodes (Molecular Index), and sample barcodes. 10-cell pools of CD45+ WBCs were also sorted as controls. Cells were sequenced using a custom panel comprising 152 genes involved in metastasis and epithelial to mesenchymal transition (EMT) (Supplementary Table S1). We were able to successfully sequence >97% of the sorted single cells. Unsupervised hierarchical clustering of gene expression measured by molecular counts demonstrated a clear distinction between the two different cell lines and WBCs (Fig. 6a). The gene expression profiles of WBCs sorted from the two different experiments clustered together, indicating that the assay is reproducible. PD483 had high expression of mesenchymal markers including *S100a4, Sparc* and *Col8a1* and low expression of epithelial markers such as *Ecad* (*Cdh1*)*, Epcam, Krt7, Krt19* and *Muc1* whereas expression in PD798 was the opposite. Expression of hematopoietic genes like *Ptprc* and *Cd19* was low or negative in sorted tumor cells compared to WBCs, again indicating high purity (Supplementary Fig. S4). T-distributed stochastic neighbor embedding (t-SNE), the preferred method for dimensional reduction of single cell expression data, was able to recapitulate three distinct molecular profiles, corresponding to the two different cell lines and WBCs. Further, since the cells were index-sorted, the flow phenotype i.e. fluorescence intensity of YFP, CD45, EPCAM and ECAD were superimposed on the molecular profile. As expected, the tumor cells were strongly positive for YFP and negative for CD45 staining. Also, PD798 had higher expression of surface ECAD and EPCAM as compared to WBCs and PD483 (Fig. 6b). Further, we observed distinct sub-populations within the two cell lines, which correlated with expression of cell cycle genes (Fig. 6c), suggesting that some of the heterogeneity within each cell line might be due to differences in cell cycle status.

**Figure 6:**
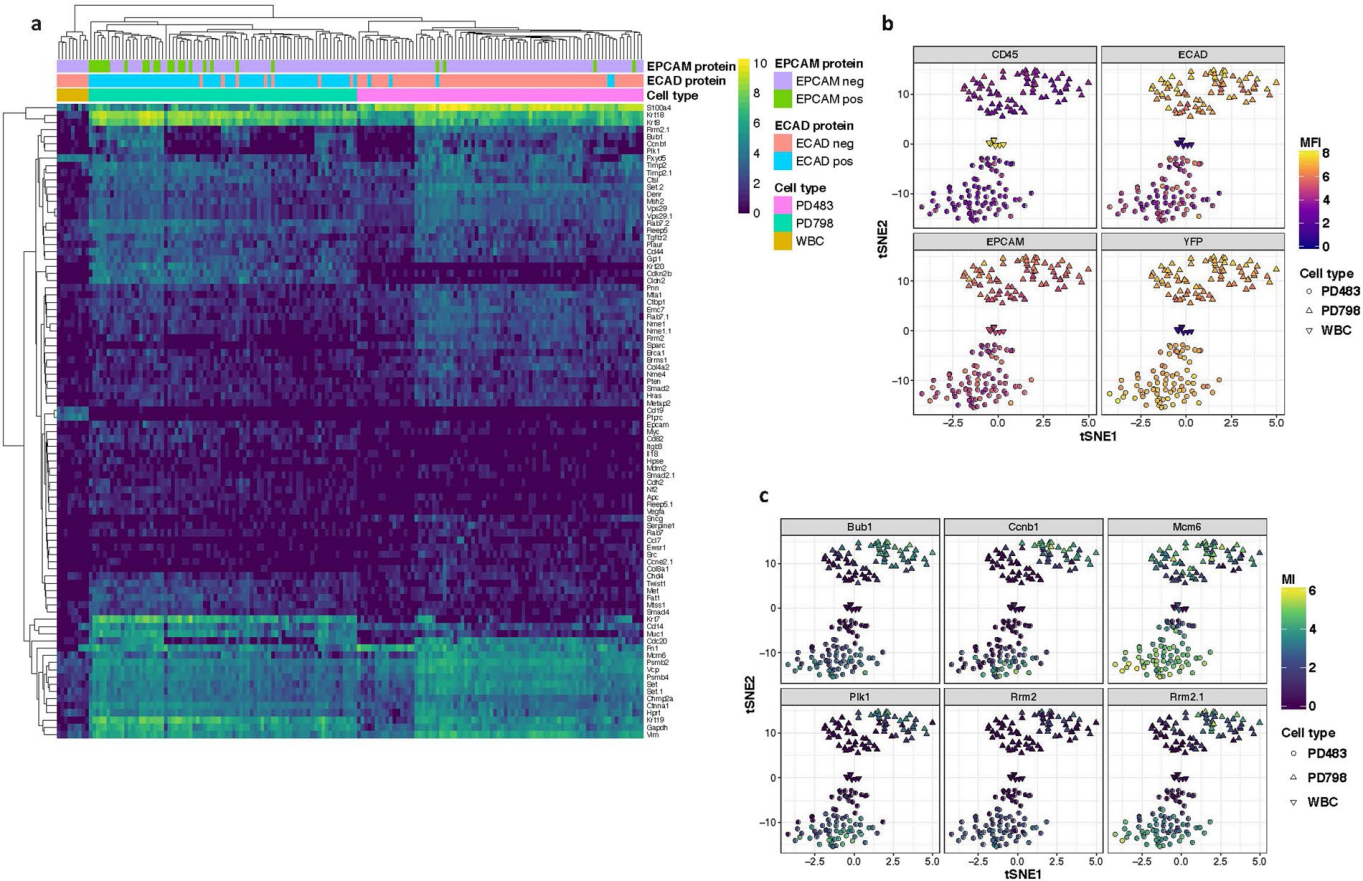
Integration of single cell sorting with BD Precise™ assay. (**a**) Heat map showing unsupervised hierarchical clustering of Molecular Index (MI) counts of 88 transcripts representing 78 genes in PD798, PD483, and WBCs. For visualization purposes, genes with total counts lower than 64 MI (1 SD below mean) were filtered out. Scale bar refers to log 2 MI counts. Expression of EPCAM and ECAD protein, as detected by flow cytometry, is denoted above heat map. (**b**) t-SNE analysis of gene expression of PD798 (triangle), PD483 (circle) and WBCs (inverted triangle) colored by log 10 mean fluorescence intensity (MFI) of CD45 (upper left), ECAD (upper right), EPCAM (lower left), and YFP (lower right). (**c**) t-SNE plots colored by expression of cell cycle genes *Bub1, Ccnb1, Mcm6, Rrm2, Rrm2.1* (designates alternate *Rrm2* transcript), and *Plk1* (starting with upper left and moving clockwise). Scale bar refers to log 2 MI counts.

### Single cell analysis of index-sorted CTCs from a pre-clinical model of pancreatic cancer

We applied the entire integrated workflow to sort and perform molecular analysis of rare CTCs from a preclinical model of pancreatic cancer (*Pdx1-Cre*, *Kras*^*LSL-G12D*^*, p53*^*R172H*/+^)^50^ with a yellow fluorescent protein (YFP) lineage tag (*Rosa*^*YFP*/*YFP*)^), in which all pancreatic epithelial cells express YFP. We have previously shown in a similar model that YFP+ cells of pancreatic lineage can be detected in the circulation of these mice and can seed distant sites even at early stages of disease progression^49^. As proof of principle, whole blood was stained with antibodies against EPCAM, ECAD, and CD45 and processed through the pre-enrichment workflow. From the enriched fraction, we then sorted 477 YFP +CTCs from 12 tumor-bearing mice with high metastatic burden (Mean = 47 cells/ml, range 1–254 cells/ml) as individual cells (n = 157) or into 10-cell pools (n = 32). Single cell and 10-cell pools of YFP- CD45+ WBCs were also sorted from each sample as a control. Additionally, matched tumor from each mouse was dissociated, and 650 total single cells were index-sorted for comparison. Using the BD Precise™ workflow, we were able to successfully sequence 40% of single CTCs and 73.8% of single tumor cells. We were unable to generate high-quality libraries from single WBCs (>90% failure rate), therefore 10-cell pools were used for analysis. In total, we obtained sequencing data from 63 individual CTCs, 30 ten-cell pools of CTCs, 480 single tumor cells, and 26 ten-cell pools of WBCs for the final analysis.

Flow cytometry analysis of sorted single cells allowed us to first compare surface expression of EPCAM and ECAD protein on matched CTCs, tumor cells, and WBCs. As expected, WBCs did not express detectable levels of either marker as measured by flow or RNA expression (Supplementary Fig. S5). We found that a much lower proportion of CTCs expressed ECAD at the cell surface (33%) as compared to tumor cells (69.5%), suggesting EMT may be associated with dissemination of tumor cells as has been reported previously in this model and others^13,49^. A similar proportion of CTCs and tumor cells expressed EPCAM, at 50% and 53%, respectively. 30% of CTCs and 14% of tumor cells maintained expression of EPCAM even upon loss of ECAD (Fig. 7a).

**Figure 7:**
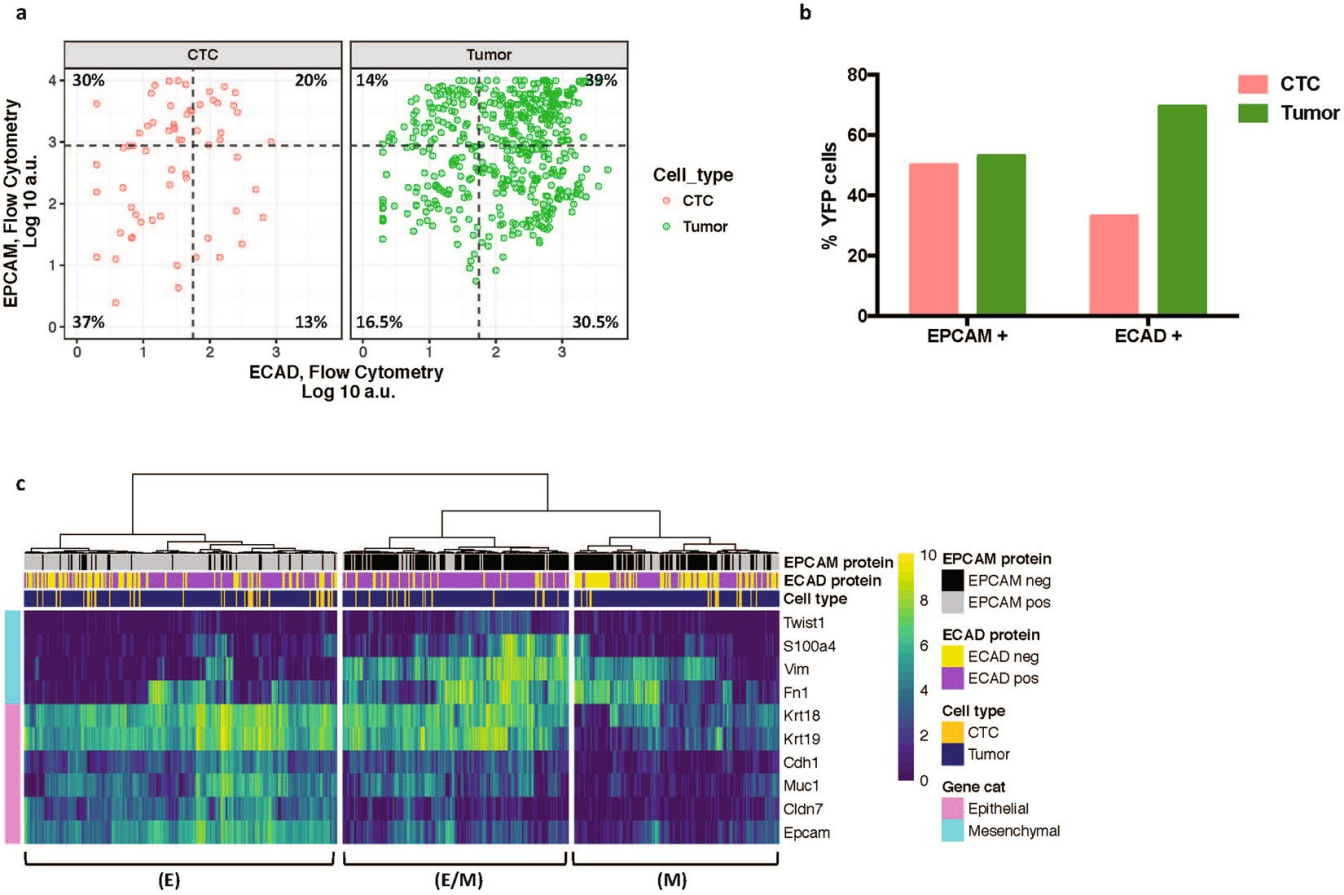
Single cell analysis of sorted CTCs and tumor cells from KPCY mice. (**a**) Comparison of EPCAM and ECAD expression by flow cytometry for CTCs and matched tumor cells. Gates are based on fluorescence minus one (FMO) controls. Percent of YFP+ CTCs and tumor cells expressing EPCAM or ECAD are quantified at right. (**b**) Expression of EMT genes in matched CTCs and tumor cells sorted from KPCY mice. (i) Epithelial (E) cluster (ii) Mesenchymal (M) cluster (iii) Hybrid (E/M) cluster. Scale bar refers to log 2 MI counts.

In order to more fully define the molecular features of CTCs and matched tumor cells, we also assessed the RNA expression of several known epithelial and mesenchymal genes. Index-sorting allowed us to link transcriptional profiles to EPCAM and ECAD protein expression. Unsupervised hierarchical clustering revealed three distinct transcriptional profiles, namely (i) an ‘epithelial’ subtype (E) expressing high levels o*f Epcam, Cdh1, Muc1* and cytokeratins, which was enriched for EPCAM protein+ cells, (ii) a ‘mesenchymal’ subtype (M) characterized by low expression of epithelial transcripts and concomitant increased expression of mesenchymal genes such as *Vim* and *Fn1*, and (iii) a ‘hybrid’ subtype (E/M) that has high expression of both mesenchymal and epithelial transcripts (Fig. 7b). This latter observation is consistent with previous reports from this preclinical model as well as in clinical samples^6,13,51^. These proof-of-principle experiments demonstrate that our workflow is capable of capturing rare cells and studying single cell heterogeneity from a complex biological sample in a robust manner.

## Discussion

Flow cytometry provides detailed, quantitative information about single cells and is routinely used in research and clinical settings^52–54^. One of the main limitations in using flow cytometry for analysis of rare cells in a complex matrix such as blood is that it is time-consuming and cumbersome to detect such cells among the billions of unwanted cells such as WBCs, RBCs, and platelets in a tube of blood. Thus, the ability of even a sophisticated cell sorter to efficiently isolate rare cells is severely compromised in cases of high cellularity. By integrating (i) immunomagnetic depletion of unwanted WBCs and RBCs, (ii) microfluidic acoustic washing and debris removal in-line with cell sorting to minimize cell loss and to achieve highest enrichment of CTCs, and (iii) an optimized nozzle configuration for simultaneous capture of single cells and clusters, we have developed a workflow that is a cost-effective and clinically-deployable approach for molecular analysis of enriched, sorted CTCs.

A significant advantage of this methodology is its versatility in terms of the biomarkers that can be assessed due to a large repertoire of commercially available antibodies and fluorescent probes. Other detection techniques such as RNA probes^55^ and molecular beacons that bind intracellular RNA transcripts^56^ as well as aptamers that can be generated to recognize virtually any cell surface marker^57,58^, can also be easily adapted for this approach. Further, cell sorters offer considerable flexibility in modes of collection including different sized tubes, multi-well plates, or even microscope slides depending on the downstream application. The sorted cells remain viable and could be used for generation of CTC-derived cell lines^59,60^ or CTC-derived xenografts^61^, which can serve as personalized models to screen for drug sensitivities or perform functional studies. Further, this workflow can be modified to isolate any relevant cell subset from peripheral blood, such as T regulatory and circulating fetal cells. It offers the flexibility to positively select any cell type of interest based on the markers used for phenotypic analysis. Or, the magnetic microparticles can be conjugated to a cocktail of antibodies or streptavidin in order to deplete any unwanted cells, and the remaining enriched cells can be sorted in an unbiased manner. This approach is relevant in the era of immunological therapies such as chimeric antigen receptor T-cell (CAR-T) therapy^62^ where (i) CTCs can be isolated from WBCs in peripheral blood using the workflow as described, and (ii) the magnetically depleted WBCs can be recovered and CAR-T cells can be further analyzed by depleting non-T cell populations.

A critical feature of our approach is the ability to perform high-throughput, high-dimensional and high-resolution (single-cell) molecular analysis including whole transcriptome analysis and the BD Precise™ Assays for RNA quantification. Although other platforms can efficiently isolate rare cells for single-cell molecular analysis, most of them require an additional, manual cell picking step that is highly labor intensive and not scalable for a clinical assay^37,51^. Our results suggest that highly purified cell populations can be isolated, and that the workflow is well suited for rapid adoption in a clinical laboratory setting where commercial flow cytometers are regularly used. Further, the gentle sample processing workflow minimizes cell loss and maintains the phenotypic and transcriptional profile of isolated cells. BD Precise assays can be easily customized to perform 3′ quantitative RNA sequencing using a targeted panel of up to 240 genes of interest in a cost-effective manner by pooling up to 1152 indexed single cells in one sequencing run. Our integrated approach is thus well-suited for performing molecular subtyping using CTCs, particularly in the setting of pancreatic and other cancers where tumor tissue biopsies are difficult to obtain^41^. Downstream analysis can also be extended to whole exome sequencing^63^, targeted DNA sequencing, or copy number analysis^64–66^ to assess tumor clonality or for mutational profiling. The index-sorting feature allows phenotypic signatures for a cell or cluster to be retained as gene expression or mutational signature is measured, which is unique to this platform. The ability of this technique to delineate heterogeneity at the single cell level is exemplified by our analysis of the epithelial and mesenchymal phenotypes of CTCs. Specifically, our characterization of rare CTCs from a preclinical model of pancreatic cancer suggest that neither EPCAM nor ECAD alone is sufficient to capture the whole spectrum of CTCs, and additional biomarkers are needed to enable sensitive CTC isolation. We identified three distinct CTC sub-populations based on single cell gene expression analysis, including a hybrid epithelial/mesenchymal population that could only be resolved on a single-cell level. Previous studies have shown that this hybrid phenotype correlates with increased plasticity and invasive potential^67^. Finally, an advantage of our system is the ability to recover viable cells for functional studies, which in combination with index sorting, can then be correlated to a novel phenotype with potential prognostic value.

In summary, our proof of principle study demonstrates that this workflow can be used to isolate and characterize purified rare circulating cells and clusters in peripheral blood. To our knowledge, this is the first pre-clinical demonstration of the feasibility of a platform that integrates rare cell enrichment with single cell and cluster isolation, and downstream analysis. Future studies will seek to adapt and, if necessary, re-optimize this workflow for human control and cancer patient samples, as well as expand to other cancers. Experiments will be conducted to increase sample throughput by increasing the fluidic path of the acoustic focusing chip, which can concentrate the sample or by adding multiple chips in parallel. We will also aim to improve cell recovery by experimenting with different types of magnetic tubing and by reducing the dead volume. Using single cell analysis of pre-clinical blood samples, we will also seek to discover CTC biomarkers that can be used to improve sensitivity of detection of human CTCs, many of which have been shown to lack expression of epithelial markers such as ECAD and EPCAM^68^. Finally, while our work was conducted using a single type of flow sorter, this pre-enrichment approach can be easily combined with other platforms, and future studies will be performed to demonstrate the compatibility of pre-enrichment with other commercially available flow sorters. In summary, this novel proof of concept study paves the way to real-time CTC analysis for biological insight into the metastatic process as well as pre-clinical and, eventually, clinical patient monitoring.

## Methods

### Fabrication of pre-enrichment platform

#### Magnetic depletion

The first step of the pre-enrichment platform consists of a high field high gradient magnet assembly enclosing magnetic separation tubing to remove blood cells that have been labeled with magnetic microparticles. The magnetic assembly is composed of Neodymium magnet (3 pieces of 2″ × 1/2″ × 1/2″ bar magnet, Applied Magnets, Plano, TX) and magnetic flux guide made of soft magnetic material (prototype machined and developed at BD Biosciences). The pole shaped magnetic flux guides are attached to the bar magnets and create a high field high gradient magnetic region that is 2 mm wide between the two opposing guides. The finite element method (FEM) calculated magnetic field and gradient of the region is 1.6 Tesla and 2.5 Tesla/m at 0.1 mm distance to the gap. A thin wall tubing (0.042″ inner diameter × 0.1082″ outer diameter × 6″ length, Tygon®, Cole Parmer, Vernon Hills, IL) that sits on the magnetic gap is used as a separation column. Cells bound with magnetic microparticles are pulled and held to the tubing wall when the sample passes through the magnetic column.

#### Acoustic focusing

The second step of the pre-enrichment consists of a microfluidic chip with an acoustic standing wave established in the channel that allows for separation of cells from debris including RBC lysate, platelets and unbound antibody conjugates. The microfluidic chip is made of glass with a wet etched channel (375 um wide × 125 um deep × 70 mm long, Micronit) in the middle and two inlets and two outlets at the ends. A 2 MHz piezoelectric transducer (lead zirconate titanate, EBL Products, Inc. East Hartford, CT) is attached to the glass chip to generate vibrational energy and the acoustic energy is resonant between the walls of the channel. This leads to the formation of an ultrasonic standing wave with energy node in the center of the channel. A laminar flow is established in the channel when sample enters from the inlets on either side and wash buffer enters in the center. When the acoustic field is applied, cells are forced to the pressure node in the central stream of the channel, but debris and original buffer remain at the side streams. Washed cells exit the chip from the central outlet while small debris and unbound reagent exit at the side outlets. The density of wash buffer creates another energy barrier to select cells from debris.

A pressure driven fluidic control system controls the flow rates in and out of the magnet column and acoustic chip, and sends the enriched tumor cells directly to the flow cell of the BD Influx™ cell sorter. Using a 200 μm nozzle on the cell sorter results in a sheath pressure of 3.5 psi, which generates a positive flow through the pre-enrichment system and sorter. All flow rates through the system are measured with flow meters (Sensirion, Switzerland). For all experiments in this report, flow to cell sorter was 60–70 μl/min, wash flow rate was 90–110 μl/min, waste flow rate was 130–140 μl/min, and sample consumption was about 100 μl/min.

### Cell Culture

Mouse cell lines PD7591, PD483 and PD798 had been previously generated from pancreatic tumor tissue isolated from Pdx1-cre, Kras^LSL-G12D^, p53^L/+^, Rosa^YFP/YFP^ (KPCY) mice^49^. They were cultured in Dulbecco’s Modified Essential Media supplemented with 10% Fetal Bovine Serum and 1x Penicillin-Streptomycin at 37 °C with 5% CO_2_.

### *In vitro* generation of cell clusters

*In vitro* clusters were generated as previous described^17^. Briefly, adherent cells (PD7591 and PD798) were trypsinized and cultured in a 6 cm suspension culture dish with rocking for 12–16 h in a 37 °C incubator at 5% CO_2_ at a density of approximately 1 million cells per ml in 5 ml media. 100 μl of cell suspension was then spiked into 0.5 ml of mouse blood and subjected to the sample preparation workflow described above. 1000 cells (events) were sorted into 4 wells of a 12-well plate for each sample. 5–6 individual images were collected per well and the counts were added to obtain a representative count for each well. The mean for 4 wells was reported. In order to assess the distribution of clusters prior to sorting, 1 ml of the cell suspension prior to spiking into blood was imaged in a 6 cm dish. 7 representative images were collected and size and number of clusters were quantified. All wells were stained with Hoechst 33342 and imaged on an Olympus IX71 inverted multicolor fluorescent microscope.

### Mouse blood and tissue collection

All mouse work was performed in compliance with the National Institutes of Health guidelines for animal research and as per protocols approved by the University of Pennsylvania Institutional Animal Care and Use Committee. Blood was obtained from healthy and tumor-bearing mice by cardiac puncture and collected in either heparin or EDTA BD Vacutainer® blood collection tubes. Matched tumor tissue was also collected at necropsy.

### Sample preparation

Adherent cells were dissociated using 0.25% Trypsin-EDTA, resuspended in media and spiked into 1 ml of healthy mouse blood. The sample was stained with CD45-APC (Clone 30-F11) (BD Biosciences, San Jose, CA), EPCAM-BV711 (Clone G8.8) (BD Biosciences, San Jose, CA) and ECAD-PE (Clone DECMA-1 (Biolegend, San Diego, CA)) at a 1:100 dilution for 20 minutes at room temperature with shaking. This was followed by incubation with BD IMAG™ anti-mouse Ter-119 and anti-APC magnetic particles at 1:10 dilution for 20 minutes at room temperature with rocking. Then, 4x volume of RBC Lysis Buffer (G-Biosciences, St. Louis, MO) was added to the unwashed sample and it was incubated for 15 minutes with shaking. Prior to analysis on the flow cytometer, DAPI (4′,6-Diamidino-2-Phenylindone) was added at a final concentration of 1 μg/ml. The same procedure was followed for blood obtained from tumor-bearing mice. For tumor samples, tumor tissue was cut into smaller pieces with scissors, followed by incubation with 2 mg/ml Collagenase IV at 37 °C for 20 minutes with intermittent vortexing. The suspension was then passed through a 70 μM cell strainer, washed with PBS and stained with antibodies against CD45, EPCAM and ECAD (1:100 dilution) for 20 minutes at 4 °C. Samples were washed with PBS + 5% fetal bovine serum and DAPI at 1 μg/ml was added prior to sorting.

### Fluorescence-activated cell sorting

All cell sorting was performed on the BD Influx™ cell sorter using BD FACS™ Sortware software. The standard plate holder apparatus for the Influx was filed down to accommodate a 96-well cooling block (BioCision CoolRack®, San Rafael, CA), which could hold BD Precise™ Single Cell Encoding 96-well plates in a rigid position to enable sorting.

For WTA analysis, YFP positive cells were sorted into chilled 0.2 ml PCR tubes (Applied Biosystems, Foster City, CA) containing 5 μl of PBS (w/o Ca/Mg) and SUPERaseIn™ RNase inhibitor (Invitrogen, Carlsbad, CA) at 1 U/ml. The tubes were centrifuged at 300 *g* for 10 minutes followed by addition of 5 μl of 2x Single-Cell Lysis Buffer (Takara Bio USA, Inc., Mountain View, CA) with SUPERaseIn™ RNase inhibitor at 2 U/ml. The lysates were stored at −80 °C until cDNA synthesis.

For Precise workflow, cells were sorted directly into chilled BD Precise™ Single Cell Encoding 96-well plates containing lysis buffer, indexing dT primers and dNTPs. After sorting, plates were sealed with a foil cover, vortexed for 5–10 seconds, briefly centrifuged and frozen at −80 °C until further analysis.

### Whole transcriptome RNA sequencing

#### Library prep and sequencing

Whole lysate from sorted cells was used as the starting material for synthesis of cDNA using the Clontech SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (Takara Bio USA, Inc., Mountain View, CA). cDNA was fragmented to an average size of 300 bp using the Covaris E220 ultrasonicator. Sequencing libraries were prepared using the Low Input Library Prep Kit HT (Takara Bio USA, Inc., Mountain View, CA) and checked for quality using the Tapestation 2200 (Agilent, Santa Clara, CA) and Qubit dsDNA HS assay (Thermo Fisher Scientific, Waltham, MA). Samples were then sequenced on the Illumina NextSeq® 500 with paired-end 75 bp reads and a minimum depth of 3 million reads per sample.

#### Single cell RNAseq Alignment and Processing

FASTQ reads from RNA sequencing were aligned to mm10 reference genome using STAR aligner (version 2.5.2a)^69^ and gene-level counts were binned using featureCounts (version 1.4.6-p4)^68,70^. ERCC92 fasta sequence and gene feature annotation files were obtained from Thermo Fisher and combined with mm10 reference information. Gene level counts were upper-quartile normalized using the R package EDASeq and converted to transcripts per million (TPM) using the gene effective length^71^.

### BD Precise™ Analysis

Precise plates were prepared for sequencing following manufacturer’s instructions for the BD Precise™ Reagents kit. Briefly, cDNA was synthesized, samples containing well-specific indices were pooled, and gene targets were amplified using 20 cycles and a custom primer panel. Plate indexes were added during the library amplification stage and plate pools were quantitated using the KAPA Universal Illumina Library Quantification Kit (Roche, Pleasanton, CA) and the Agilent Bioanalyzer High Sensitivity DNA kit. 2 nM dilutions from each plate were pooled, 1.44 pM libraries were loaded onto the Illumina NextSeq. 500 with 30% PhiX, and 2 × 75 bp reads were sequenced. Reads were mapped, assigned to Molecular Indexes (MI), and corrected using the Bowtie v2 aligner-based BD Precise™ Targeted Analysis Pipeline. (MI) counts were subjected to quality checks before downstream analysis. Wells with less than 50 total MI were rejected as poor quality cells. Cells that did not express at least a total of 4 MI counts from housekeeping genes from our custom panel (*Reep5, Gapdh, Psmb2, Psmb4 and Vcp*) were also considered to be compromised. Any features that did not have at least 3 nonzero values and were not expressed in at least 10 cells were removed from analysis.

### Data analysis

Flow cytometric data analysis was performed using FlowJo and FCS Express software.

Data analysis including calculating cell recovery, effect of sample processing, assessment of cluster distribution, primary component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE) analysis was performed using R statistical software^72^ and the Rtsne package^73–75^. Where logged RNA counts are shown, these values include a pseudocount of +1. Hierarchical clustering was also used to categorize genes with distinct behaviors between different cell types.

### Data availability

The datasets generated and analyzed during the current study are available in the GEOarchive repository GSE108287. These datasets can also be provided upon request.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

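Expression profiles of PD798, a line from a pancreatic tumor of a KPCY mouse, were analysed in a processing experiment and an input series. The processing experiment has 12 libraries of bulk RNA, 3 from each of Mock, Pre-FACS, FACS-only and Pre-enriched cells. The input series has 31 libraries, of which 11 are single cells, 12 are pools of 10 cells, 6 are pools of 100 cells and 2 are RNA of the bulk cell line. Conditions, inputs and replicate numbers were taken from the paper and the sample labels. The labels speak of blood for the processing conditions too, which the paper's description of them does not, so whether those cells met blood is not settled here. The second line PD483, the targeted assays, the flow cytometry and the cells from mice were not analysed here, and columns of values left unused numbered 0.

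For both tables the authors aligned the reads to mm10 with ERCC92 added (STAR 2.5.2a), counted reads per gene (featureCounts 1.4.6-p4), normalized by the upper quartile with EDASeq and deposited TPM, which corrects for the effective length of each gene and is scaled to a fixed total per library. The paper's text names neither the gene annotation used for counting nor the rule by which 13845 and 13817 genes were chosen for the tables. In the processing experiment each library reaches the fixed total of TPM over the genes of its table, whereas in the input series the genes of the table hold between 54.2% and 99.99% of it. TPM keeps no depth, so neither read numbers nor counting errors could be given for a library. Because the tables were normalized separately, tests were run only within a table.

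From the deposited TPM, log2(TPM + 1) was computed. In the processing experiment genes with at least 1 TPM in at least 3 of the 12 libraries were kept (12159 of 13845), and 1 model with the 4 conditions was fitted to all 12 libraries with limma (version 3.58.1 in R 4.3.3, empirical Bayes with a mean-variance trend). The 4 conditions were compared by limma's F test and each pair by a contrast, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's text does not name its own test or threshold for this comparison. Its data analysis section names R and a pseudocount of 1, and its legend of Fig. 3 gives all 13845 genes as the set considered, which is the alternative without a filter. Correlations between libraries were Pearson's r across genes, and the excess of r within conditions was tested by an exact permutation of the labels. A list of 21 immediate-early and heat-shock genes was tested with camera. The model had already been run on the 12 libraries when it was tested on simulated data for the same 12159 genes, and it was not altered afterwards. The permutation test gave a p under 0.05 in 4 of 100 simulations without a difference between conditions.

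In the input series 12325 of 13817 genes passed the same filter over the 31 libraries. These libraries were described by values, ranges, medians, correlations across genes and principal components of the 1000 most variable genes, with no test. Marker genes were those of Fig. 5a and a longer list of blood genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps. Chromosomes, GC content, lengths and coordinates come from the GENCODE annotation of the mm10 assembly, in which 99.3% of the gene symbols of each table were found. Shared sequence between autosomal and X-linked transcripts was measured as the share of words of 31 bases found in both. Lists of 18 erythroid, 10 liver and 16 neutrophil genes serve the tests of the closing section. The erythroid list was written after the Alas2 values had been seen and the neutrophil list after those of S100a8 and S100a9, both before the other genes of the list were looked at. The liver list was written after values of liver genes had been seen.

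The genes named from the comparison of the 4 conditions are the 10 of lowest adjusted p, and those from each pair the 3 of lowest adjusted p. Of the gene list the gene of largest change is named, and of the components the 3 genes of largest loading in each direction. These rules, the tests, the gene lists of Fig. 5a, of blood genes and of stress genes, and the alternatives were set before the data were examined. The alternatives were another pseudocount (0.1), linear values, no filter or a filter at a mean of 5 TPM, quantile normalization, limma without a trend, a test of each gene without shared information, the replicate number as a block, only the libraries of the 2 conditions compared, thresholds of 0.1 and 0.01, Spearman's rho, fry and camera with an estimated correlation, 500 or 2000 variable genes, scaling to unit variance, other detection limits, and leaving out each library in turn. Removing a trend with GC content and gene length, and leaving out genes of the X and Y chromosomes, were added after the data had been seen.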

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

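The test of erythroid genes was chosen after the Alas2 values had been seen, and the test of neutrophil genes was set after S100a8 and S100a9 had been seen but before the other genes of that list were.

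Among the 6 pools of 100 cells, S100a8 was at 128 TPM in pool 5, far from the other pools (26.8 to 53.4 TPM). The gap to the nearest pool was 0.738 of the whole range, past Dixon's limit for 6 samples. Cd79a in the same pool was at 0.777 TPM against at most 0.289 TPM in the other 5, a gap of 0.628 of the range. Of 13 measures of these pools that were examined in this way, 2 passed the limit, and draws from 1 population pass it in about 1 of 20. Neutrophils carry S100a8 and could have been caught with the tumor cells. Of the 16 genes of the neutrophil list, 6 were in the table and 1 of these, S100a9, was highest in pool 5 (20.5 TPM, against 5.12 to 12.3 TPM in the other pools). The bulk RNA also expressed 5 of the 6. Ltf and Hp were at 1.84 and 2.38 TPM in pool 5, against 1.08 to 82.7 TPM and 1.05 to 9.83 TPM in the others, and Cd177 was at 0. Within the set of pools 4 to 6, Hp was highest in pool 5 (1.05 and 1.53 TPM in pools 4 and 6). Ltf was not (13.2 and 1.08 TPM in pools 4 and 6). Lcn2, at 3178 TPM in pool 5, is too high in the tumor line (4743 and 4685 TPM in the bulk RNA) to show a small share. Neutrophils carry S100a9 with S100a8 at like levels, so their RNA would raise both genes alike, which argues against it for S100a8. The bulk RNA holds S100a8 at 37.4 and 51.0 TPM, but whether it passed through blood and the sorter is not settled by the paper and the labels, so this level does not show that the tumor cells express the gene. Variation among the tumor cells of a pool was not tested. Cd79a lies near the floor and no explanation was tested for it.

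Alas2, a gene of heme synthesis in red cells, was higher in 15 of the 29 sorted libraries than in both bulk RNA libraries (0 and 0.415 TPM), and its highest value was 278 TPM in single cell 11. The paper does not discuss this gene. It was at 1 TPM or more in 1 of 11 single cells, 7 of 12 pools of 10 cells and 6 of 6 pools of 100 cells. As an X-linked gene, it is not informative in single cells 1 to 4. RNA of red cells carried over from the blood is a candidate explanation. For 18 erythroid genes, the median log2 difference between the pools of 10 cells and the bulk RNA was -0.0522, with 8 of 18 higher in the pools, against -0.82 for all genes, and 14 of the 18 were at 1 TPM or more in both bulk RNA libraries. A median near 0 over genes that move both ways leaves carry-over open, as does the bulk RNA, which is not surely free of blood. Globin genes, which would decide it, were not analysed here. No biological explanation was tested, since the design sets no condition beside the number of cells.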

How the results depend on the processing

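Removal of the trend with GC content and gene length, and omission of genes of the X and Y chromosomes, were chosen after the data had been seen.

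Of 294 recomputed values of the comparisons, 205 stayed on their side of the threshold or within the spread of replicates, 17 were no longer past the threshold, 2 came past it, 67 moved and 3 reversed. The spread of single cells, the genes detected per input and the correlation of Synth 10 with Ave 10 held under every alternative run for them. The ratio of spreads ranged from 5.32 to 8.37 and the correlation from 0.953 to 0.971. A filter at a mean of 5 TPM left the 1000 most variable genes as they were, so it says nothing about the ratio.

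The lowest correlation among the processing conditions was 0.979 with a pseudocount of 0.1, 0.985 on linear TPM and 0.9854 with a filter at a mean of 5 TPM, 0.991 without a filter and 0.9904 as Spearman's rho. It ranged from 0.9878 to 0.9884 with 1 library left out. The excess of correlation within conditions was 0.000508 on linear TPM, with an exact permutation p of 0.221, and with 1 library left out it ranged from 0.000327 without Pre-enriched replicate 3 to 0.000734 without FACS-only replicate 1. Over the other alternatives it ranged from 0.000355 without a filter to 0.000739 with the filter at a mean of 5 TPM. It was no longer past the threshold on linear TPM or without Mock replicate 2 or any Pre-enriched replicate. The cause was not tested.

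Without a filter on low values, 7 genes differed among the 4 conditions, 1 between Pre-enriched and Mock and 1 between Pre-enriched and FACS-only. The limma fit without a trend gave 1 among the 4 conditions, 1 for Pre-enriched against Mock, 2 for Pre-enriched against FACS-only, 0 for FACS-only against Pre-FACS (846 at an unadjusted p under 0.05 in limma with the trend) and 0 for Mock against Pre-FACS (551). The test of each gene without shared information gave 2 among the 4 conditions, both of them among the 13, and 0 for Pre-enriched, FACS-only and Mock each against Pre-FACS. With only the 6 libraries compared, Pre-enriched against Mock gave 4 genes, Pre-enriched against FACS-only 1 and Mock against Pre-FACS 0. A threshold of 0.1 gave 13 genes for Pre-enriched against Pre-FACS, 1 for Pre-enriched against FACS-only and 31 for FACS-only against Pre-FACS, and a threshold of 0.01 gave 1 among the 4 conditions, 1 for Pre-enriched against Pre-FACS and 6 for FACS-only against Pre-FACS. With the GC content and length trend removed, 16 genes differed between Pre-enriched and Pre-FACS. Apart from the thresholds, the cause was not tested.

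With 1 library left out, the count among the 4 conditions ranged from 1 to 17, Pre-enriched against Pre-FACS from 1 to 7, Pre-enriched against FACS-only from 0 to 2, FACS-only against Pre-FACS from 5 to 24 and Mock against Pre-FACS from 0 to 1. Pre-enriched against Mock and FACS-only against Mock stayed at 0 in limma (945 and 684 genes at an unadjusted p under 0.05 with all 12 libraries). The fits with a condition of 2 libraries have fewer samples, but the count among the 4 conditions rose without FACS-only replicate 1, as did FACS-only against Pre-FACS without FACS-only replicate 1 (23) or Mock replicate 3 (24), so for these the loss of samples is not the whole cause. Of 196 recomputed values for the 10 genes named among the 4 conditions, 98 lost the call and none reversed. Atf4 lost it only in limma without a trend (adjusted p 0.111, range over all alternatives 6.06e-05 with the replicate block to 0.111). For the genes named in pairs, 27 of 143 values lost the call, and for the largest changes of the stress list all 62 stayed where they were.

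A replicate block, with the replicate number as a term of the model, gave 61 genes among the 4 conditions, including all 13, and 2, 37, 7, 4, 77 and 7 genes for Pre-enriched against Mock, Pre-FACS and FACS-only, FACS-only against Mock and Pre-FACS, and Mock against Pre-FACS. Within a replicate number the residuals of the libraries correlated at 0.0252 to 0.229 for number 1, -0.0422 to 0.0710 for number 2 and 0.0426 to 0.110 for number 3. With 1, 0 and 1 of 6 pairs over 0.1, these correlations were low. They were above 0 in every pair of numbers 1 and 3, so pairing by number is not excluded. Some immediate-early genes do follow the number: Nr4a1, picked after its values were seen, was at 399.7 to 523 TPM in replicate 3 of the 4 conditions and at 152 to 294 TPM in replicates 1 and 2. Fos, Fosb, Egr1, Atf3, Zfp36, Jun and Nr4a1, also picked afterwards, were lower in the Pre-enriched than in the FACS-only library of each number. With the block, camera gave the stress list an adjusted p of 0.0769 against Mock, 1.22e-05 against Pre-FACS and 5.09e-06 against FACS-only, and limma gave Fosb 0.138 and 0.171 against the latter 2. The paper's text has the conditions come from the same or an identical sample, but does not say what a replicate number shares.

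For the stress list without the block, the median against Mock reversed to -0.0295 without Mock replicate 1, -0.0324 without Mock replicate 2 and -0.0373 without Pre-enriched replicate 3. It came past the threshold without Mock replicate 3 (0.0902) and without Pre-enriched replicate 2 (0.0578). Over the libraries left out it ranged from -0.0373 to 0.0902 against Mock, from 0.0566 to 0.118 against Pre-FACS and from -0.182 to -0.0591 against FACS-only. Under fry and under camera with an estimated correlation, which leave the medians of 0.0741 against Pre-FACS and -0.110 against FACS-only as they are, neither was past the threshold. With the GC content and length trend removed, the median against Pre-FACS was 0.0845 with an adjusted p of 0.0627, in a range of 8.41e-06 without Pre-FACS replicate 3 to 0.802 under fry. The cause was not tested.

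The count of Itga2b values in sorted libraries was 16 with detection above 0, 0 with detection at 5 TPM and 63 of 174 with the longer list, as each alternative counts other levels or other genes. Since TPM keeps no depth, a gene listed at 0 in a single cell cannot be set against the number of reads.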

Differences from the paper's values

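None of the tests of this part was chosen after the result was seen.

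The paper's count of genes different among the processing conditions of PD798 is 2, and limma gave 13. Of the alternatives set before the data were examined, the test of each gene without shared information gave 2 and the fits without Pre-FACS replicate 2, Pre-FACS replicate 3 and FACS-only replicate 3 gave 2, 2 and 3. A count differs here when it is more than 1.5 times the paper's or the paper's more than 1.5 times it, so these do not differ and a count of 1 does. The other pseudocount, no filter, the filter at a mean of 5 TPM, quantile normalization, limma without a trend, the replicate number as a term, thresholds of 0.1 and 0.01 and the other 9 fits with 1 library left out all differ from the paper's count. Without a filter, on the set of 13845 genes, limma gave 7. As a share of the genes, the paper's value is 0.01% and limma gave 0.107% of the 12159 genes tested.

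The paper's text puts the correlation of the profiles above 0.99, and the lowest of the 66 pairs was 0.988. Without a filter on low values, over the 13845 genes that the paper's legend gives as its set, it was 0.991 and as Spearman's rho 0.9904, which do not differ. With the pseudocount of 0.1, on linear TPM, with the filter at a mean of 5 TPM and with each library left out in turn it stayed below the paper's value.

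In the correlation matrix of single cells, the square of single cells 3 and 4 is about 1.0 in Fig. 5c, read by eye, and their correlation from the table was 0.719. The square of single cells 6 and 9 is about 0.7 in Fig. 5c, read by eye, and their correlation was 0.986. The labels of the figure were taken as printed, and whether their order is that of the table is not known, so the squares and the values are not surely of the same cells. No alternative was run for single pairs of cells.

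The paper states that profiles of 1 condition resembled each other no more than profiles of different conditions. Here the mean correlation within conditions was higher by 0.000525 (exact permutation, one-sided p = 0.0205), while the most similar library was of the same condition for 2 of the 12 libraries. The shares of variance of components 1 and 2, 43.97% and 12.2%, match those printed in Fig. 5b.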

Other observations

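In this part, these tests were chosen after the result was seen: the comparison of single cells 6 and 9 with the pools, the share of autosomal genes listed at 0 beside the X-linked genes, the sequences shared with X-linked transcripts, the level of Trp53 and the genes far apart between the tables, and the ratio of Alb to Apoa1.

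Whether chance can be excluded for the genes different among the 4 conditions was asked by regrouping the 12 libraries. Of 100 splits into 4 groups of 3, 2 gave at least 13 genes, the real split and 1 other with 26. For the pairs of conditions the 6 libraries allow 10 splits, so that chance cannot be excluded by them. The real split was the only 1 of 10 with as many genes for Pre-enriched, FACS-only and Mock against Pre-FACS, which is the smallest share they allow. For the 3 pairs with 0 genes in limma (945, 821 and 684 genes at an unadjusted p under 0.05 for Pre-enriched against Mock, Pre-enriched against FACS-only and FACS-only against Mock), all 10 of 10 splits reach the count, as any split must, so the splits say nothing about them. For the stress list 5 of 10 splits gave a camera p as small in each of the 3 comparisons. With a trend against GC content and gene length removed from each library, all 13 genes stayed past the threshold, and 11 of the 13 did after quantile normalization, which argues against both as the whole cause of the 13 calls. A difference in depth between the libraries stays open, since TPM keeps none.

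Atf4 was lowest in Pre-FACS, the aliquot that was banked before sorting, and higher in the 3 conditions that were held for the time of the workflow, Mock among them. Time at room temperature could raise it, and so could the banking of the aliquot. The design gives both differences at once, and no test separates them, nor whether the cells met blood, of which the labels speak and the paper's description of these conditions does not. The 13 calls that stayed after removal of the GC content and length trend include Atf4.

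The libraries labelled single cell 6 and single cell 9 resembled pools. They held 11438 and 11223 genes at 1 TPM or more, against at most 8598 in another single cell, and 0 of 2124 autosomal genes of at least 100 TPM in both bulk RNA libraries were listed at 0 in either. Their correlations with pools 1 to 3 of 100 cells were 0.967 to 0.992, while those pools correlated with each other at 0.991 to 0.993 and the other single cells with them at up to 0.828. A first criterion for an input of more than 1 cell asked that both come within 0.02 of the lowest of these correlations among the pools, a limit of 0.971, and single cell 9 missed it. Pools 5 and 12 of 10 cells share this profile. Single cell 6 correlated with them at 0.995 and 0.995 and single cell 9 at 0.983 and 0.977, they correlated with each other at 0.994, and the other 10 pools of 10 cells correlated with single cells 6 and 9 at 0.889 to 0.954. A second criterion, chosen after that, set them against the pools of 10 cells. The lower of the 2 correlations with Ave 10 was 0.974, above the highest of a single pool with the others (0.973). Both of the like pools are part of Ave 10, which raises that correlation. More than 1 cell in these libraries is a candidate explanation but was tested on the values that raised it, and a preparation shared by these libraries was not tested. Lower depth of the other 9 single cells could also set them apart, but at the minimum depth that the paper's methods state a gene of 100 TPM would be read many times over, and 0.706% to 20.6% of the abundant autosomal genes were listed at 0 in these cells, which argues against depth. No biological explanation was tested. Fig. 5b of the paper also places these 2 among the pools.

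Genes of the X chromosome were listed at 0 in single cells 1 to 4. Of 471 X-linked genes only Atg4a was above 0, at 24.7, 0, 12.1 and 28.7 TPM, and X-linked genes made up at most 0.00307% of the table in these 4 libraries and 1.69% to 2.82% in the other 27. The 5 Y-linked genes were at 0 as well, as they were in single cell 8. The share of other genes that was lost argues against dropout of transcripts: all 49 X-linked genes of at least 100 TPM in both bulk RNA libraries were at 0, against 0.706%, 4.85%, 8.00% and 1.13% of 2124 autosomal genes of that level. In the other 7 single cells at most 16.3% of the 49 were at 0. The table of the 4 libraries also adds up to 96.6%, 86.5%, 90.6% and 93.6% of the total of TPM.

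For these 4 libraries, alignment or counting without the X chromosome may explain the pattern, because reads of an X-linked gene would then fall on its autosomal copies. Acot10 was at 302, 304, 131 and 58.9 TPM in them and at most 2.39 TPM elsewhere, and shares 42.2% of its words of 31 bases with Acot9 on the X chromosome. G6pd2 was at 11.1, 129, 113 and 91.3 TPM against at most 0.508 TPM, and shares 16.7% with G6pdx. Both were seen before the explanation was made. Of 7 further copies picked by name, 0 were higher in each of the 4 libraries than in every other library, but 6 of the 7 share under 5% of their words with X-linked genes, so that few reads could move to them. The test by shared words came after that result, under 3 definitions with 31, 13 and 5 genes, and each found the same 1 gene, Gm8234 (28.0% shared with Sms), at 9.28, 23.1, 4.88 and 1.40 TPM against at most 0.691 TPM. Over all 13250 autosomal genes, 9 were higher in each of the 4 than elsewhere. Among these, D1Pas1 (9.51, 10.3, 0.0885 and 4.15 TPM) and Gm5136 (1.79, 4.82, 2.63 and 3.51 TPM) were at 0 in every other library, and share 1.16% and 0.293% of their words with the X-linked Ddx3x and Brcc3. Other raised genes are not accounted for by X-linked copies. Gm20594 had the largest rise (1056, 433, 651 and 327 TPM against at most 1.37 TPM). Gm20594, Ankrd17 and Lmbr1 share no words with X-linked genes, and Llph shares 1.29%. Words were compared with X-linked transcripts only, so copies of Y-linked or mitochondrial sequence were not tested. No X-linked transcripts in these 4 cells, the other reading, would raise no copy, so the raised copies speak against it. They are genes singled out by the pattern, and the 1 gene found by shared words alone is too few to exclude that reading, which stays open. No biological explanation was tested.

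Correlations between the pools of 100 cells were uneven. They were 0.991 to 0.993 for pairs among pools 1 to 3, 0.974 to 0.9795 for pairs among pools 4 to 6, and 0.875 to 0.90022 for the other pairs. In the pair of lowest correlation, pools 1 and 4, a smooth trend with GC content and gene length held 51.7% of the variance of the log2 ratio over genes. This share was 51.7% to 55.1% in all pairs that join the 2 sets of numbers and 2.44% to 20.0% in the others. The pattern is consistent with a technical difference in library preparation or sequencing, in which the sets of numbers may have been handled apart, though the labels name no batch.

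PD798 profiles of the processing conditions and of the bulk RNA of the input series differed. The tables were normalized separately, and over the 12889 genes in both the means correlated at 0.895. Scaling of the separately normalized tables would give 1 shift of all genes, yet 9 genes were at 50 TPM or more in every bulk library of 1 table and under 1 TPM in every such library of the other (7 higher in the bulk RNA and 2 in the processing libraries). Between the bulk RNA and the pools of 100 cells, 0 and 0 genes were so. A trend with GC content and gene length held 0.549% of the variance of the difference. Trp53 was at 91.2 and 90.0 TPM in the bulk RNA and at 2.80 to 6.22 TPM in the processing libraries, a log2 difference of 4.07, and Cdkn2a differed by -3.31, Epcam by 4.52, Cldn7 by 6.58, Vim by -3.67 and Muc1 by -4.09. Smad4 differed by 0.15. A different line or clone under the same name is a candidate explanation, but culture and passage were not tested and the series are confounded with the tables, so that these cannot be told apart.

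Single cell 11 held genes of liver secretion: Apoa1 at 6612 TPM and Trf at 6180 TPM, against at most 22.7 and 735 TPM in every other library, and 8 of the 10 genes of the liver list were highest in it. Hepatocyte RNA could bring them, but Alb, the leading transcript of hepatocytes, was at 58.9 TPM, 0.890% of Apoa1, which argues against it. Lrg1, Ms4a4b, Gkn2 and Aqp5, picked after their values were seen, were also high in this library, at 3538, 1845, 1373 and 1159 TPM. Other sources were not tested, nor was a biological one.

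Cell cycle genes of Fig. 6c and genes of epithelial and mesenchymal state varied among the single cells. Rrm2 had a median of 166 TPM (0.482 to 1265), Ccnb1 of 76.2 TPM (0 to 192), Mcm6 of 42.2 TPM (0 to 243), Plk1 of 26.9 TPM (0 to 109) and Bub1 of 11.6 TPM (0 to 62.9), with bulk RNA medians of 244, 119, 149.9, 64.7 and 37.6 TPM. Krt7 had a median of 1860 TPM (337 to 4758), Vim of 40.6 TPM (0 to 515), S100a4 of 23.3 TPM (0 to 228), Fn1 of 18.7 TPM (0 to 27.4), Muc1 of 0 TPM (0 to 81.0), Sparc of 0 TPM (0 to 1.29) and Col8a1 of 0 TPM (0 to 0.884), with bulk RNA medians of 4059, 79.2, 18.7, 132, 53.9, 1.04 and 1.78 TPM.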
